# Extensive transcriptomic and epigenomic remodelling occurs during *Arabidopsis thaliana* germination

**DOI:** 10.1186/s13059-017-1302-3

**Published:** 2017-09-15

**Authors:** Reena Narsai, Quentin Gouil, David Secco, Akanksha Srivastava, Yuliya V. Karpievitch, Lim Chee Liew, Ryan Lister, Mathew G. Lewsey, James Whelan

**Keywords:** Arabidopsis, Germination, RNA-seq, Alternative splicing, DNA methylation, Small RNA, Transcription factor

## Abstract

**Background:**

Seed germination involves progression from complete metabolic dormancy to a highly active, growing seedling. Many factors regulate germination and these interact extensively, forming a complex network of inputs that control the seed-to-seedling transition. Our understanding of the direct regulation of gene expression and the dynamic changes in the epigenome and small RNAs during germination is limited. The interactions between genome, transcriptome and epigenome must be revealed in order to identify the regulatory mechanisms that control seed germination.

**Results:**

We present an integrated analysis of high-resolution RNA sequencing, small RNA sequencing and MethylC sequencing over ten developmental time points in *Arabidopsis thaliana* seeds, finding extensive transcriptomic and epigenomic transformations associated with seed germination. We identify previously unannotated loci from which messenger RNAs are expressed transiently during germination and find widespread alternative splicing and divergent isoform abundance of genes involved in RNA processing and splicing. We generate the first dynamic transcription factor network model of germination, identifying known and novel regulatory factors. Expression of both microRNA and short interfering RNA loci changes significantly during germination, particularly between the seed and the post-germinative seedling. These are associated with changes in gene expression and large-scale demethylation observed towards the end of germination, as the epigenome transitions from an embryo-like to a vegetative seedling state.

**Conclusions:**

This study reveals the complex dynamics and interactions of the transcriptome and epigenome during seed germination, including the extensive remodelling of the seed DNA methylome from an embryo-like to vegetative-like state during the seed-to-seedling transition. Data are available for exploration in a user-friendly browser at https://jbrowse.latrobe.edu.au/germination_epigenome.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1302-3) contains supplementary material, which is available to authorized users.

## Background

Seeds are essential for crop productivity and are an important part of our diet. They can remain dormant for years before becoming highly metabolically active as the seed germinates and transitions into a seedling. Seeds constantly perceive specific cues, such as the presence of water, light, temperature and nutrients, which trigger molecular responses and enable germination to progress [1]. These responses include hormone signalling, among which the antagonistic interactions between abscisic acid (ABA) and gibberellic acid (GA) are most intensively studied [1, 2]. Alterations in the levels of microRNAs (miRNAs), transcripts or DNA methylation affect seed dormancy, seed viability, germination and seedling development [3–7]. These layers of regulation interact extensively, with the result that a complex network of inputs contributes to germination and successful seedling establishment.

Microarray-based transcriptomic studies in various plants have described global changes in the cellular messenger RNA (mRNA) population and hormone interactions during seed germination, such as ABA regulation of the germination transcriptome [8–12]. They have also enabled network modelling of global transcriptional interactions in seeds (SeedNet) [13]. While highly informative, microarray platforms are limited to a defined set of probes and have lower sensitivity than current RNA-sequencing (RNA-seq) methods. Furthermore, RNA-seq enables discovery of unannotated loci specific to the developmental stage or tissue studied and allows the quantification of individual isoforms. Alternative splicing patterns may also be stage or tissue-specific and can influence mRNA stability or protein function [14–17]. For example, differential splicing occurs in *A. thaliana* (Arabidopsis) pollen and seedlings [15]. Alternative splicing expands the repertoire of transcripts derived from a genome: the latest genome annotation of Arabidopsis (Araport11) documents 48,359 transcripts corresponding to 27,655 genes.

RNA silencing is a mechanism for genome regulation and defence that targets transcripts and genomic loci using small RNAs (sRNAs) Sequence complementarity between the sRNA and the locus or transcript guides the RNA silencing machinery to its target. MiRNAs are a type of sRNA that regulate complementary transcripts by degradation or repression of translation [18]. They have a regulatory role in plant development [19] and under stress conditions [20]. For example, miRNA159 and miRNA160 interact with ABA/GA signalling pathways during seed germination in Arabidopsis [19, 21]. Small-interfering RNAs (siRNAs) of 23–24 nt are involved in the RNA-directed DNA methylation (RdDM) pathway, recruiting the de novo methyltransferase DOMAINS REARRANGED 2 (DRM2) to methylate cytosines in all contexts [22]. While 20–22-nt siRNAs primarily mediate post-transcriptional gene silencing through cleavage of their complementary targets, they are also able to direct DNA methylation [23]. DNA methylation influences chromatin structure and has a constitutive role in the transcriptional regulation of genes and repeats. DNA methylation profiles also display tissue specificity [24], are remodelled during plant sexual reproduction [25–27], and react to biotic and abiotic stresses [28–30]. DNA methylation is maintained through mitotic and meiotic replication by DNA methyltransferases with distinct sequence affinities. MET1 maintains CG methylation, CMT3 performs CHG methylation (where H is any nucleotide but G) and CMT2 methylates several CHH cytosine contexts to variable extents [31, 32]. During germination, DNA demethylation has been observed in pepper [33], wheat [34] and rice [35]. Loss-of-function mutations in genes involved in DNA methylation, such as *MET1*, and demethylation, such as *DEMETER*, result in embryo-defective phenotypes in Arabidopsis [7, 36], indicating that the regulation of DNA methylation in the seed is essential for normal development.

To reveal the molecular networks governing seed germination in Arabidopsis, we assayed genome-wide sites of DNA methylation (MethylC-seq), the transcriptome (RNA-seq) and the cellular sRNA population (sRNA-seq) over an extensive time course, from before seed desiccation through stratification and germination to post-germination (Fig. 1a(i)). We detected 50% more differentially expressed genes (DEG) during germination compared to previous studies [9, 10]. A total of 620 genes used isoforms differentially during germination (Fig. 1a(ii)), significantly expanding upon prior single gene studies during development [37, 38]. A total of 163 previously unannotated differentially expressed (DE) loci were identified during germination (Fig. 1a(ii)). Transcription factor (TF) regulatory network models confirmed the involvement of known germination regulators, such as ABI5 and ATHB5 [6, 39], and identified new TFs that may regulate specific stages of germination. We observed delayed germination in seven out of eight lines carrying mutations in TFs predicted to be important by the model. The germination transcriptome was disrupted by each of the eight TF mutations. Significant differential expression of miRNAs and siRNAs were detected during germination (Fig. 1a(ii)) and extensive epigenetic remodelling was observed between the seed and post-germinative seedling (Fig. 1a(ii)), with CHH hypomethylation detected at 12,654 loci. Our study provides an unprecedented view into the dynamics and interactions of the epigenome and transcriptome during seed germination. It also expands our knowledge of the complexity of direct TF-gene interaction and sets the foundation for a systems-level understanding. The specific regulators and miRNAs presented here are excellent candidates for manipulation to modify germination characteristics.

**Fig. 1:**
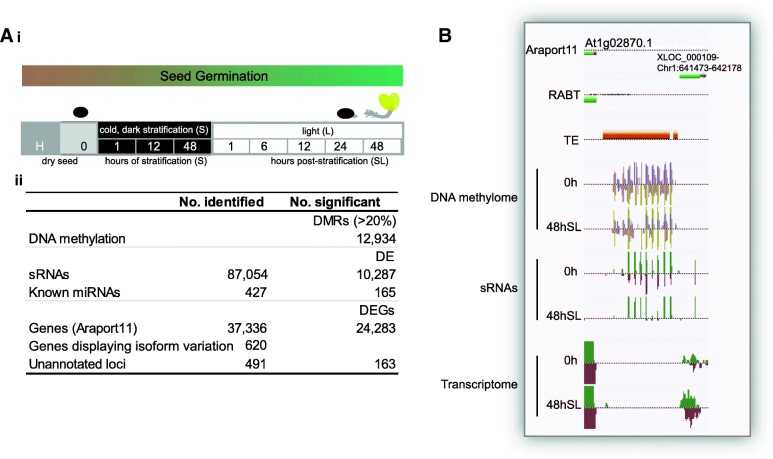
Overview of the extensive transcriptomic and epigenetic remodelling that occurs during seed germination. **a** (i) The time course examined in this study. Transcriptomes and sRNAs were analysed at all time points. H denotes freshly harvested seeds, collected before two weeks of dry, dark ripening. DNA methylation was analysed at 0 h (after ripening), 48 h S, 6 h SL, 24 h SL and 48 h SL. (ii) The number of differentially methylated regions (DMRs), sRNAs and genes that were identified and differentially expressed (DE) over germination are shown (as total numbers for all time points combined/compared). **b** An example of an unannotated DE locus (XLOC_000109), with nearby differential methylation and overlapping sRNAs, as shown in the AnnoJ genome browser

## Results

### Differential RNA splicing changes relative transcript isoform abundance during germination

The primary aim of our study was to determine the interactions between genome and epigenome during germination. Our approach was to measure RNA, sRNA and mC dynamics across a time series from dry seed to seedling (Fig. 1a(i, ii)) and to relate these to the major developmental transitions during germination. Furthermore, we aimed to identify TFs that regulate transcript abundance by integrating gene targeting data with the expression time series. This would enable us to increase systems-level understanding of the direct regulators of gene expression during germination, a notable gap in current knowledge. To facilitate visualisation, evaluation and reuse of our data, all transcriptomes, sRNA-omes, methylomes and useful annotations (TF binding peaks, sRNA loci, differentially methylated regions [DMRs]) are integrated in a JBrowse browser (https://jbrowse.latrobe.edu.au/germination_epigenome).

We observed seed swelling associated with water uptake following 48 h of stratification (S) then 12 h in the light (L; combined treatment termed 12 h SL) and radicle emergence occurred by 24 h SL. The rapid germination of these seeds is consistent with their expected lack of dormancy, given that they were harvested from plants grown at 22 °C [40, 41]. However, we stratified seeds in this experiment to reflect common lab germination procedures for Arabidopsis accession Col-0 (https://abrc.osu.edu/seed-handling). Over this time course, we first analysed the dynamics of transcript abundance during germination by whole-transcriptome RNA-seq (Fig. 1a(ii); Additional file 1: SD1). This enabled the identification of unannotated loci (Fig. 1a(ii) and b) and revealed over 24,283 DEGs during germination (Fig. 1a(ii); Additional file 1: SD1), a 50% increase over previous microarray studies where fewer than 16,000 DEGs were identified [9, 10]. We defined three clusters on the basis of their profiles using hierarchical clustering; grouping genes whose expression increased or decreased by the end of the time course or showed a transient peak during seed germination (Additional file 2: Figure S1). The gene ontology (GO) functional enrichments (http://geneontology.org/) in each cluster were consistent with previous studies [8–10]: light-related and root-related functions were enriched in the cluster of genes with highest expression in the seedling, RNA splicing and histone functions were enriched for genes with high expression in dry seed and genes encoding mitochondrial proteins and RNA-related functions were enriched among the transiently expressed genes (Additional file 2: Figure S1).

We next analysed alternative splicing during germination to determine its contribution to transcriptome reprogramming. Relative abundance of isoforms from the same gene was positively correlated in the majority of cases. However, isoforms of 141 genes were anti-correlated (Pearson’s correlation coefficients below – 0.5), suggesting isoform usage may vary during germination (Additional file 2: Figure S2). We found that the hierarchy of primary and secondary isoforms was inverted for 620 genes during germination (their ratio of expression spanned a range outside of 0.5:2; Additional file 3: Table S1). Hierarchical clustering of these ratios showed that isoform variation was particularly distinct between dry seed and post-imbibition, suggestive of time-specific or tissue-specific regulation of alternative splicing during seed germination (Fig. 2a). Of the genes with isoform variation, 612 were also differentially expressed at the gene level and 54% of these belonged to cluster C3 (highest expression in seeds, then decreasing over germination—as defined in Additional file 2: Figure S1), which is significantly more than the expected percentage of genes in C3 compared to the total percentage in the genome (*p* < 0.05, Fig. 2b).

**Fig. 2:**
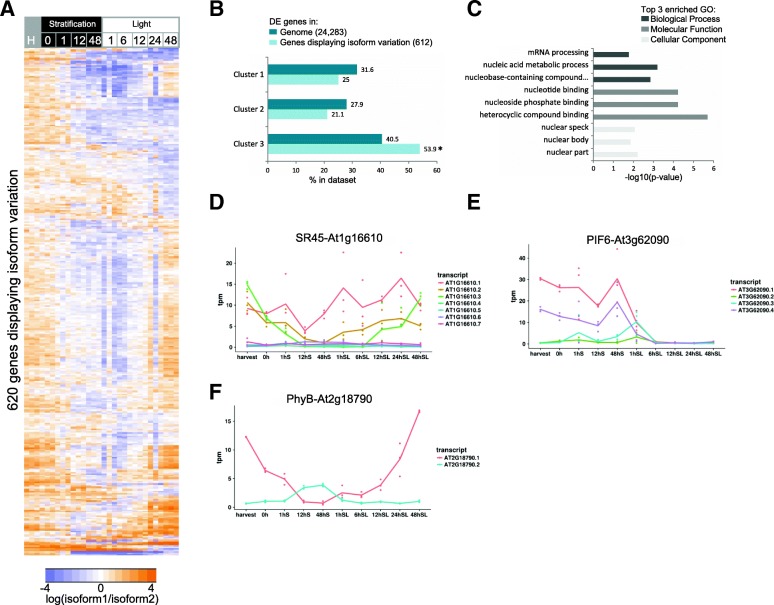
Alternative splicing of RNA processing genes occurs during germination. **a** *Heatmap* of the log ratios of isoform1/isoform2 for the 620 genes with at least two isoforms and average expression greater than 0.1 transcript per million (tpm). Only the genes that had a maximum isoform1/isoform2 ratio of > 2 and a minimum isoform1/isoform2 ratio of < 0.5 over the time course are shown. **b** Of the 620 genes displaying isoform variation, 612 were differentially expressed during germination. The proportion of these falling into the three clusters compared to the genome is shown (Cluster 1: increasing over time course, highest expression in seedling, Cluster 2: transiently peaking, Cluster 3: decreasing expression over time course with highest expression in seeds). **c** GO enrichment analysis showing the top three enriched categories. Examples of genes showing variations in isoform expression including (**d**) *SR45*, (**e**) *PIF6* and (**f**) *PhyB*. The *solid lines* represent the average of three replicates

The highly dynamic alternative splicing during seed germination affected splicing regulators themselves. GO analysis revealed significant (*p* < 0.01) enrichment of genes involved in nucleotide/nucleoside binding, mRNA processing and nucleic acid metabolic processes (Fig. 2c). Interestingly, GO enrichment analysis indicated these were enriched in the nuclear speck, where splicing factors are known to be localised (Fig. 2c). A role for alternative splicing of phytochrome interacting factor 6 (*PIF6*, At3g62090) and serine-arginine-rich (SR) protein 45 (*SR45*, At1g16610) has been previously demonstrated [37, 38]. We found complex variations in total and relative abundance of their multiple isoforms (Fig. 2d, e). *SR45* encodes a key pre-mRNA splicing factor in Arabidopsis, the alternative splicing of which affects petal development and root growth during early seedling development [38]. SR45 regulates glucose and ABA signalling [42], with over 30% of all ABA signalling genes associated with or regulated by SR45 at the post-splicing level [43]. Alternative splicing of *PIF6* influences rates of ABA-dependent seed germination in Arabidopsis [37]. We found that phytochrome B (PhyB, At2g18790), which interacts with PIF6, also showed isoform variation during seed germination: isoform At2g18790.1 predominated before seed imbibition but At2g18790.2 was the dominant isoform at 12 h and 48 h into dark stratification (Fig. 2f). PhyB itself plays a role in the regulation of alternative splicing [16]. Finally, polypyrimidine tract binding protein homologs (PTBs) are key regulators of alternative splicing, with 310 transcripts spliced alternatively when PTB levels are altered [37]. Notably, 28 of these 310 previously identified transcripts [37] also showed significant isoform variation in our study, suggesting that PTB mediated regulation of alternative splicing may occur for these genes during seed germination.

### The germination program includes previously unannotated loci

The fixed set of probes used in microarrays precludes the detection of novel transcripts from unannotated loci, meaning that the current germination transcriptome datasets may be incomplete. We mined our whole transcriptome RNA-seq data to discover regions that were previously unannotated and that may be specific to germination. We generated a reference annotation based transcript (RABT) assembly from which we identified 163 unannotated differentially regulated loci (genomic coordinates are shown in Additional file 3: Table S2). These regions may represent previously unannotated whole transcripts or expressed regions of a previously undefined splice variant of a known gene. Examining the expression profiles of these regions revealed a significant enrichment (*p* < 0.05) of transiently expressed loci during germination (C2: 63.2% vs. 27.9% in the genome; Fig. 3a). This transient expression is likely the reason that these loci have not been reported previously.

**Fig. 3:**
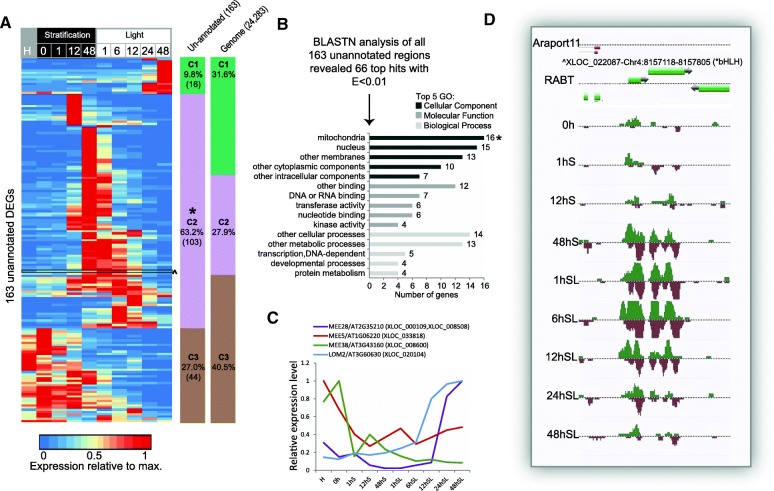
Analysis of DE unannotated loci during seed germination. **a** Relative expression levels of the 163 DE unannotated loci identified during germination. An enrichment of genes showing transient expression during germination (Cluster 2) is seen. **b** Top five enriched GO categories of the 66 genes that had significant hits (E < 0.01) following BLAST analysis. **c** Expression profiles of the four genes encoding proteins involved in developmental processes (MEE5, MEE28, MEE38 and LOM2) are shown. The identifiers of the unannotated loci that are homologous to these genes are shown in *brackets* (See Additional file 3: Table S2. for chromosomal co-ordinates). **d** Example of an unannotated locus expressed transiently during germination

To determine the potential function of unannotated loci we used the Basic Local Alignment Search Tool (BLAST) to analyse their encoding loci, identifying 66 loci that had significant alignments with annotated genes (E < 0.01). Most of the annotated genes encoded nuclear or mitochondrial proteins (nuclear-encoded); there was a significant enrichment of genes encoding mitochondrial proteins (*p* < 0.05) compared to the expected percentage based on the genome (Fig. 3b). Previous microarray studies identified a set of annotated genes showing germination-specific expression compared to other tissues, which were enriched in genes encoding nuclear and mitochondrial proteins, particularly those known to be embryo/seedling lethal [10]. Our dataset included four genes annotated as involved in developmental processes, three of which were known embryo lethal genes (maternal embryo effect [MEE]) and the fourth, a known miRNA-targeted TF involved in cell differentiation (LOM2- [44]) (Fig. 3b). These were differentially expressed during germination (Fig. 3c) and were homologous to four unannotated loci, which are consequently interesting candidates to examine for essential functions in the seed/seedling. Expression of an unannotated locus with significant alignment to another miRNA-targeted TF (At3g23690, belonging to the bHLH family) is shown in Fig. 3d. Like most of the unannotated expressed loci, this locus showed a transient peak in expression during germination before decreasing in expression in the seedling (LOC_022087; Fig. 3d). Notably, 50 of the 66 genes that were the top BLAST alignments with unannotated loci were also significantly differentially expressed during germination. However, for more than half of these, the expression of the unannotated loci did not correlate very well with the expression of the respective homologous annotated genes (27/50 had |r| < 0.5). Thus, further examination of these loci is necessary to determine whether they are unannotated exons of nearby genes or completely novel genes.

### A complex transcription factor network regulates gene expression during germination

In order to identify the key TFs driving the transcriptional dynamics during seed germination, we carried out DREM (Dynamic Regulatory Events Miner [45]) modelling of our RNA-seq time course (Fig. 4; Additional file 2: Figure S3). DREM defines transcriptional modules comprising transcripts with similar expression changes between time points. It then searches for TF-binding events enriched among the gene-encoding transcripts within modules. We subsequently hypothesise that the TFs identified may regulate those expression changes. DREM takes known TF–gene interactions as an input, which we provided from a comprehensive set of genome-wide target genes for 287 TFs, derived using published DNA affinity purification (DAP)-seq [46]. The associated TF families changed over the time course (Fig. 4). Of the two modules that are downregulated during the first 12 h of stratification, one is regulated primarily by NAC (NAM, ATAF1,2, CUC2) TFs (28 out of 43 annotated TFs) and bZIP (basic-leucine zipper) TFs (six annotated), while the other is dominated by AP2EREBP TFs (14 out of 27 annotated factors). NAC TFs are a diverse family involved in a range of developmental programs, stress and defence responses [47], but their role in germination has not been characterised so far. Our model was validated by identification of known germination-regulatory TFs. For example, ABI5 was among the bZIP TFs identified. This is a known transcriptional activator that represses germination and that is progressively downregulated over the course of germination [48, 49]. The model also identified AtHB13 as a regulatory TF during germination, which is significantly upregulated at the later stages of germination (Additional file 2: Figure S3). AtHB13 is involved in the seed to seedling transition [11], with the loss of function of AtHB13 resulting in increased primary root length.

**Fig. 4:**
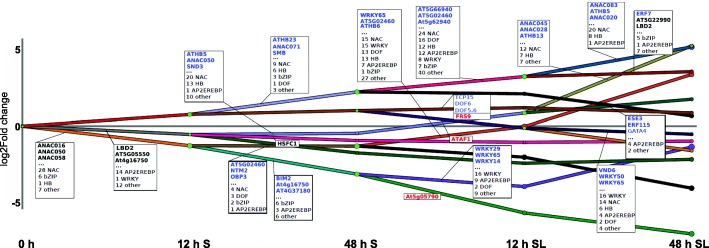
Modelling the TF network controlling germination. Simplified DREM model annotated with TFs based on DAP-seq binding data. Only the top three TFs (strongest associations) and summary of TF families involved are shown. In order to simplify the model only four time points were used to calculate the log2 fold changes of DEGs relative to 0 h: 12 h S, 48 h S, 12 h S L and 48 h S L. Transcriptionally upregulated TFs are coloured in *blue*, downregulated TFs are shown in *red*. The full model is presented in Additional file 2: Figure S3

Most bZIP TFs associated with transcriptional modules were also themselves downregulated (Fig. 4). Several modules that were upregulated from 12 h of stratification were associated with NAC and Homeobox TFs, with a large number of these TFs also being upregulated. ATHB5/6/23/33/53 appeared in multiple upregulated branches and functions in germination have been assigned to some of them: ATHB5 participates both in the ABA and gibberellin pathways [6, 50]; and ATHB23 plays roles in PhyB-dependent seed germination [51].

As the seeds were transferred to light after two days of stratification, TFs from the DOF (DNA-binding with one finger) family were inferred to play prominent roles in the upregulation of several transcription modules, which is consistent with their known roles in growth and development [52]. One example is DAG2, a positive regulator of light-mediated germination [53], which is upregulated and annotates two branches that are strongly upregulated after exposure to light (Fig. 4; Additional file 2: Figure S3). Finally, the WRKY family of TFs annotates a number of modules. WRKY TFs are involved in many different processes including germination [54], but the strongest annotations in our datasets (WRKY14/24/25/27/29/45/50/65) are not well characterised.

Although binding data are available only for a subset of Arabidopsis TFs, our model captures many of the known regulators of germination and suggests several-fold more (Fig. 4; Additional file 2: Figure S3), both expanding the role of previously described TFs to new processes and suggesting functions for as yet uncharacterised TFs. However, the strength of our approach also resides in revealing the possible combinatorial action of TFs, as factors annotated in the same branch may cooperate to activate or repress a specific set of genes. This cooperation may occur through physical interaction between TFs: DOF6 binds TCP14 [55]; although TCP14 is absent from the DAP-seq dataset, TCP15 is present, and it annotated a module that was also enriched in DOF6 and DOF5.6 targets. TCP15, DOF5.6 and DOF6 were all upregulated during germination and given the structural similarity and shared interactors between TCP14 and TCP15; TCP14 may also engage similar interactions with DOF6.

### Validation of model predictions by assessing germination rate and gene expression changes

To assess the ability of our DREM model to identify novel regulators of seed germination, we procured eight homozygous knock-out lines for TFs predicted to play a role in germination: *athb15*, *athb25*, *hat2*, *lmi1*, *obp1*, *smb*, *vnd2* and *wrky14*. These TFs were selected because they were upregulated during germination and they annotated model branches upregulated after exposure to light (Additional file 2: Figure S4). All knock-out lines were confirmed to harbour a single T-DNA insertion only and the insertions were at the intended target genes. This was achieved by whole-genome resequencing, which detects T-DNA insertions (Additional file 2: Figure S5) Genotypes and homozygosity were further confirmed by polymerase chain reaction (PCR) genotyping (Additional file 3: Table S3B [56]). Seven out of eight mutant lines (all except *hat2*) germinated late, with only 5–30% of extruded radicles at 36 h in the light, compared to 50% for wild-type (WT) Col-0 (Fig. 5a). Only one TF, ATHB25, has a previously documented, indirect link with germination through an association with GA signalling and seed longevity [57]. While the remaining genes have not been shown to function in germination, OBP1 has been shown to play an important role in cell cycle regulation [58], while SMB is involved in regulating the orientation of cell division in roots [59] and ATHB15 functions in regulating stem-cell specification and organogenesis [60]. The observed phenotypes are likely caused by the T-DNA insertions we detected, but we cannot rule out deletions or translocations caused by T-DNA mutagenesis and not detected by resequencing. Thus, our DREM model is a useful tool to discover novel factors affecting germination.

**Fig. 5:**
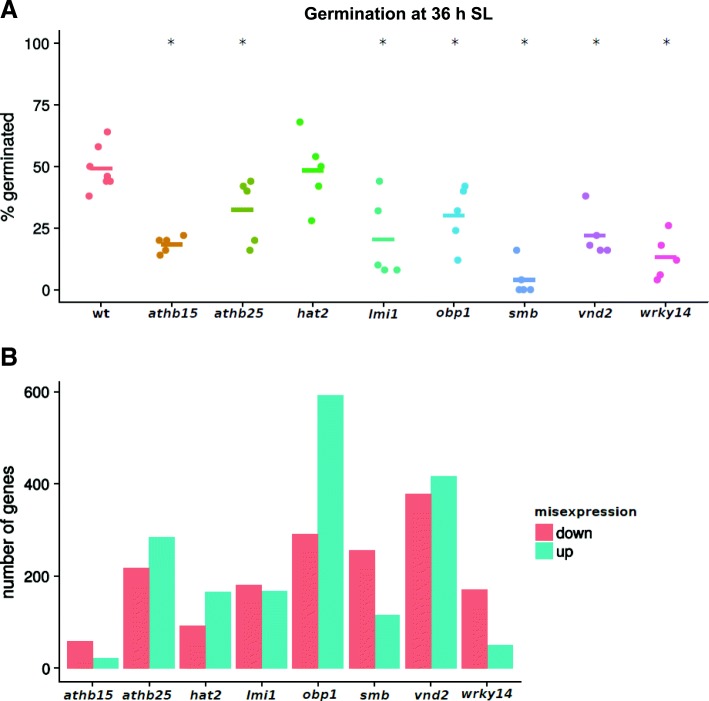
Characterisation of mutants in predicted germination regulatory TFs for model validation. **a** Percent of seeds with extruded radicles at 36 h SL. Each data point corresponds to 50 scored seeds from a single parent plant. *Horizontal bars* indicate the mean for each genotype. *Asterisks* denote significant differences compared to WT (logistic regression, *p* < 10^−5^). **b** Number of misexpressed genes at 24 h SL compared to WT (q < 0.01)

We evaluated the impact of losing these TFs on gene expression by comparing the 24 h SL transcriptomes of the mutants with that of the WT (Fig. 5b; Additional file 3: Table S3A; Additional file 1: SD2). Genotypes and homozygosity of insertions were confirmed (Additional file 3: Table S3B). We found that loss of each TF caused misexpression of genes relative to the WT, but that there was no relationship between the number of misexpressed genes and the severity of the delay in germination. The *athb15* and *vnd2* mutants were similarly delayed (20% extruded radicles at 36 h SL), while 81 genes were misexpressed in *athb15* compared with 794 in *vnd2*, and 370 genes in the most delayed mutant, *smb*. Remarkably, almost all of the genes that were misexpressed in the mutants (3450 of 3453 genes compounded across the eight genotypes) were genes that underwent expression changes during germination, identified during our time series transcriptome analyses (Fig. 1; Additional file 3: Table S3A; Additional file 1: SD2). This further confirms that the TFs predicted by our model indeed participate in germination and not in widely distinct processes.

We next examined correspondence between mutations in the selected TFs and the branches of the DREM model these TFs annotated. Misexpressed genes in each mutant line were not enriched in the top DAP-seq-predicted targets of the corresponding TFs. Furthermore, only a few percent of the genes within branches of the DREM model annotated by the TFs were misexpressed in the mutants of that TF (Additional file 2: Tables S3A and S4). This reflects the fact that the transcriptional modules DREM modules represent are complex objects, regulated by a network of TFs, and therefore do not provide complete predictions of the system’s response to a constitutive mutation. Such a mutation is present throughout the lifecycle of a plant and conceivably has effects on the transcriptome more far-reaching than disruption at a specific time during germination.

### MicroRNAs may regulate gene expression during germination

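The abundance of small RNAs was measured by sequencing 30 libraries made from Arabidopsis thaliana seeds and seedlings of the accession Col-0, with 3 libraries at each of 10 time points. Sampling began with seed on the day of harvest (H) and went on with ripened dry seed (0 h), seed after 1 h, 12 h and 48 h of cold stratification in the dark at 4 °C (S), and seed or seedlings 1 h, 6 h, 12 h, 24 h and 48 h after transfer to continuous light at 22 °C (SL). The paper's methods give 14 days of ripening and the description deposited with the series gives 15 days. The authors trimmed the reads, mapped them to the TAIR10 genome and grouped them into sRNA loci with ShortStack, which assigns each read that maps to several places to one of them; the paper's text does not name the mode used for this assignment. They deposited the number of reads counted on each of 87054 loci in each library, without normalisation, together with a table of the loci and a table of regularised log2 values for the loci they found to vary. The total count per library ranged from 596393 to 11198873, with a median of 5180104.5. Within time points the totals ranged from 5574225 to 6500105 (median 6150732) at H, 5485283 to 11198873 (median 10016025) at 0 h, 2574305 to 4432613 (median 3638056) at 1 h S, 4918453 to 7239172 (median 5398655) at 12 h S and 596393 to 7999180 (median 743204) at 48 h S. In the light they ranged from 635934 to 6952414 (median 657966) at 1 h SL, 3080101 to 6170407 (median 4274518) at 6 h SL, 4961554 to 6793406 (median 5655284) at 12 h SL, 4237483 to 7789194 (median 6609077) at 24 h SL and 3884349 to 4729838 (median 4618288) at 48 h SL. Replicates 2 and 3 of 48 h S and replicates 1 and 2 of 1 h SL were the 4 libraries under 1000000 counts, so these libraries have the largest counting error. The spread between replicates is a separate matter and was larger at 6 h SL for some measures.

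**Figure D1:**
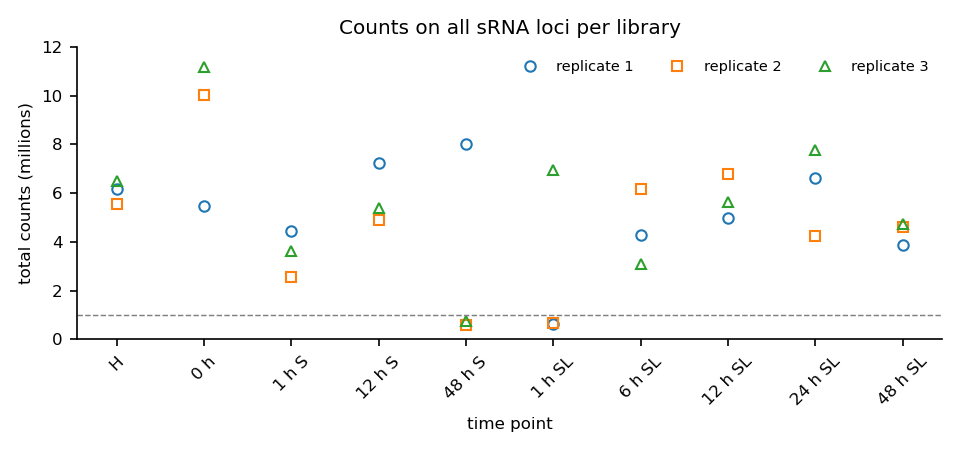
Total count of each of the 30 small RNA libraries, in units of 1000000 counts, by time point; circles, squares and triangles are replicates 1, 2 and 3, and the dashed line marks 1000000 counts. The 4 libraries under the line are replicates 2 and 3 of 48 h S and replicates 1 and 2 of 1 h SL.

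Differences between time points were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in one fit over the 30 libraries. Loci with an adjusted p-value under 0.01 were called. Levels are given in counts per 1000000 (CPM) as mean ± SD of 3 libraries, with library sizes scaled by edgeR's TMM factors. The factors were computed from the 6725 loci with a mean of at least 50 counts, because factors from all loci were wrong by 0.29 on the log2 scale between 48 h SL and 0 h in simulated data. The simulation took the factors with this minimum as the truth and changed only 200 loci. It shows an error from low-count loci but cannot show which scaling is right for the real libraries. This minimum was set after first results had been seen. The scaling decides much of the direction of change: the log2 level of the median locus, among 17085 loci with at least 1 CPM, differs between 48 h SL and 0 h by 0.06 with these factors and by -0.95 when counts are scaled by library totals alone. Between 48 h S and 0 h the same difference is -0.11 and -1.48. A count of 3 in each library corresponds, on average over the 3 libraries, to 0.231 CPM at 0 h and 0.939 CPM at 48 h SL, and a locus without counts can lie at up to that level. The libraries were amplified by PCR and carry no molecular identifiers in the counts, so intervals and floors cover counting error only.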

Small RNAs, including miRNAs and siRNAs, have regulatory roles during development in plants [4, 61]. 

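The deposited counts are of sRNA loci, not of mature miRNAs, so each annotated miRNA gene was represented by the sRNA loci that overlap it, and the arms of a hairpin were not separated. A total of 315 loci overlapped an annotated miRNA gene, and 146 of these loci have a predominant read length of 21 nt. With each locus assigned to the miRNA gene it overlaps most, the loci represent at least 285 of the 326 annotated miRNA genes. A miRNA gene that shares its locus with another can be left out of this number. Some of the loci are long and hold other RNAs, such as the one on chromosome 2 from 1770 to 10654, which covers ribosomal RNA genes. Over the 10 time points, 50.2% of the 315 loci varied with an adjusted p-value under 0.01 and 157 did not, and 168 varied when adjusted over the list alone. The highest mean level was at 48 h SL for 118 of the varying loci (74.7%) and at 24 h SL for 6. Compared with 0 h, 136 loci were higher and 9 were lower at 48 h SL, which makes 93.8% of the loci called in this contrast higher. Of the loci that varied over the 10 time points, 127 (80.4%) were called higher at 48 h SL than at 0 h. Adjusted over the list alone, 150 were higher and 15 were lower. Scaling by library totals alone moved this split the most, to 86 higher and 67 lower. When each of the 6 libraries compared was left out in turn, 128 to 133 loci were called, of which 92.5% to 95.4% were higher.

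**Figure D2:**
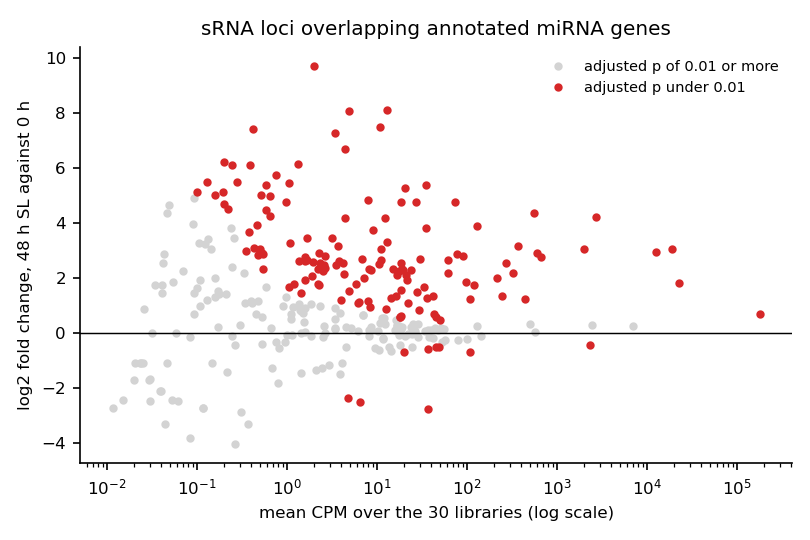
Each point is 1 of the 315 sRNA loci that overlap an annotated miRNA gene, placed by its mean CPM over the 30 libraries (logarithmic axis) and its fitted log2 fold change of 48 h SL against 0 h; red points have an adjusted p-value under 0.01. Of the red points, 136 lie above 0 and 9 below it; with library totals alone the split is 86 and 67.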

Of previously annotated miRNAs, 165 were differentially regulated during seed germination, with the vast majority of these (85.5%) showing a significant increase in expression at 48 h SL compared to the dry seed and early hours of germination (Fig. 6a). Twenty-seven of these differentially regulated miRNAs had validated targets (miRTarBase [62], [63]), the majority of which were themselves differentially regulated, showing independent patterns of expression from the respective miRNAs, resulting in poor correlations between these (|r| < 0.5) (Additional file 3: Table S5). Most of the target genes encode proteins with DNA-binding or RNA-binding functions (Additional file 2: Figure S6). For example, miR159, miR160 and their confirmed target genes that encode MYB and auxin responsive factor TFs (Fig. 6b(i), (ii)). Both miR159 and miR160 have a functional role during seed germination via interactions with ABA [3–5]. 

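MIR159A (AT1G73687) lies in an sRNA locus on the minus strand of chromosome 1 from 27712937 to 27713476 (TAIR10). The locus holds 393118 reads over the 30 libraries, 91.7% of them of the 21-nt sequence UUUGGAUUGAAGGGAGCUCUA. It measured 2629 ± 73.5 CPM (SD, n = 3) at 0 h and 1929 ± 51.9 CPM (SD, n = 3) at 48 h SL, a log2 fold change of -0.45 (standard error 0.10, adjusted p = 2.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The direction was the same under all alternatives run, and the fold change was -1.57 with library totals alone. With the filter on low counts and with DESeq2 the locus did not pass the threshold; over all alternatives its adjusted p ranged from 2.6e-17 to 0.087. The 3 MIR160 genes rose. MIR160A (AT2G39175, chromosome 2, locus 16340272 to 16340566) went from 14.1 ± 2.12 CPM at 0 h to 70.7 ± 5.03 CPM at 48 h SL, a log2 fold change of 2.31 (standard error 0.17, adjusted p = 6.3e-42 from the same edgeR test). MIR160B (AT4G17788, chromosome 4, locus 9888880 to 9889071) went from 77.4 ± 9.48 CPM to 281.5 ± 29.3 CPM, a log2 fold change of 1.86 (standard error 0.13). MIR160C (AT5G46845, chromosome 5, locus 19009093 to 19009195) went from 17.6 ± 2.05 CPM to 87.4 ± 4.84 CPM, a log2 fold change of 2.31 (standard error 0.16). The most abundant sequence of all 3 loci is UGCCUGGCUCCCUGUAUGCCA, and 5.02%, 5.85% and 4.82% of the reads at MIR160A, MIR160B and MIR160C map to a single place. The levels of the 3 loci therefore depend on how shared reads were assigned and are not independent. With library totals alone their log2 fold changes were 1.19, 0.75 and 1.19. The transcripts of the target genes were not analysed here.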

Alterations in the levels of these miRNAs or in sensitivity of target transcripts to them altered the response of germinating seeds to ABA, which normally represses germination [3–5].

**Fig. 6:**
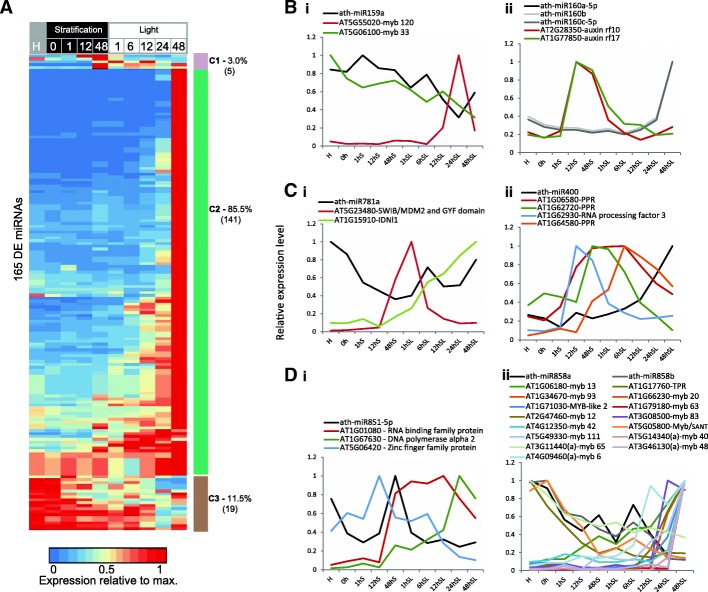
Differential expression of microRNAs over seed germination. **a** Of the annotated miRNAs, 165 were differentially expressed during germination and their relative expression levels were hierarchically clustered. **b** Expression profiles of (i) miRNA159a and (ii) miRNA160a-5p and their targets genes, which have been shown to have a role in regulation during seed germination. **c** Expression profiles of (i) miRNA781a and (ii) miRNA400 (and their target genes), which are known for a role in other (non-germination) conditions/stages in Arabidopsis. These are two of the 19 genes that showed highest expression in the dry seed. **d** Expression profiles of (i) miRNA851a and (ii) miRNA858a (and their target genes). Note that targets only predicted for miR858a are indicated with (a) next to the AGI. These are two of the five miRNAs showing a transient increased expression during germination before decreasing in abundance at the end of the time course

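MIR781A (AT1G21202) overlaps an sRNA locus of 93 bp on chromosome 1 from 7423520 to 7423612. The protein-coding gene AT1G21200 covers the same interval, and MIR781b (AT1G05637) is annotated there on the opposite strand. The locus holds 282 reads over the 30 libraries, of which 39.4% map to a single place. Its mean level was highest at 48 h SL, with 3.06 ± 0.995 CPM (SD, n = 3), compared with 2.00 ± 0.284 CPM at H and 1.75 ± 0.368 CPM at 0 h. The lowest mean, 0.121 CPM at 1 h SL, comes from a time point with a pair of shallow libraries. MIR400 (AT1G32582) overlaps a locus of 103 bp on chromosome 1 from 11785924 to 11786026, inside the protein-coding gene AT1G32583. This locus holds 598 reads, of which 19.4% map to a single place. Its mean level was 1.85 ± 0.743 CPM at H, 1.84 ± 0.269 CPM at 0 h, 6.55 ± 0.827 CPM at 24 h SL and 10.3 ± 2.68 CPM at 48 h SL, where it was highest.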

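At the sRNA locus of MIR781A, the log2 fold change between 48 h SL and 0 h was 0.80 (standard error 0.40, adjusted p = 0.23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which the spread between replicates does not separate from no change. With library totals alone its sign turned, to -0.31. Over the 10 time points the locus varied with an adjusted p of 0.0037 from the same edgeR test. At the sRNA locus of MIR400, the log2 fold change was 2.49 (standard error 0.28, adjusted p = 7.0e-17 from the same test), and 1.39 with library totals alone. Over time it varied with an adjusted p of 4.9e-29. The transcripts that these miRNAs target were not analysed here.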

For other miRNAs, such as miR781a and miR400, their target genes are known [64] and these are differentially regulated during seed germination (Fig. 6c(i), (ii)). However, the regulatory role of these during seed germination remains to be investigated. 

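MIR8176 (AT4G07080) lies in an sRNA locus of 961 bp on chromosome 4 from 11795062 to 11796022 that also holds the long non-coding RNA AT4G07070 and the small nucleolar RNA AT4G07075. The level of this locus rose from 3.01 ± 0.373 CPM (SD, n = 3) at 0 h to 18.1 ± 9.99 CPM at 48 h S and 16.3 ± 6.67 CPM at 6 h SL, fell to 6.24 ± 0.131 CPM at 24 h SL and was again 17.8 ± 2.81 CPM at 48 h SL. The 48 h SL level was above that at 0 h by 2.53 on the log2 scale (standard error 0.22, adjusted p = 4.8e-29 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MIR851 (AT3G53016, chromosome 3, locus 19659576 to 19659716) holds 43 reads in all. Its highest mean, 2.29 ± 0.835 CPM at 48 h S, rests on 8 counts, and no count was found at 24 h SL or 48 h SL, so that its change from 0 h to 48 h SL was not detectable at this depth (adjusted p = 0.54 from the same edgeR test). MIR861 (AT3G48201, chromosome 3, locus 17838138 to 17838257) holds 173 reads. It rose from 0.255 ± 0.189 CPM at 0 h to 3.25 ± 1.15 CPM at 12 h SL, a log2 fold change of 3.43 (standard error 0.47, adjusted p = 2.1e-11 from the same test), and had 4 counts in the 3 libraries of 48 h SL. MIR158A (AT3G10745, chromosome 3, locus 3366087 to 3366470) holds 1964793 reads, 64.5% of them of a single 20-nt sequence. It rose from 4070 ± 82.8 CPM at 0 h to 23904 ± 1228 CPM at 12 h SL, was 17806 ± 772 CPM at 24 h SL and was highest, at 31878 ± 1654 CPM, at 48 h SL. MIR779 (AT2G22496, chromosome 2, locus 9560208 to 9560928) shares its locus with the small nucleolar RNAs AT2G07605 and AT2G07615. This locus rose from 16.5 ± 1.87 CPM at 0 h to 163 ± 20.4 CPM at 48 h S and 244 ± 139 CPM at 6 h SL, and was 115 ± 23.3 CPM at 48 h SL. Its 6 h SL replicates had 469, 1449 and 692 counts. Among the miRNA loci that varied over time, 29 had their highest mean between 1 h S and 12 h SL.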

Only five miRNAs showed a transient peak in expression during germination: ath-miR8176, ath-miR851-5p, ath-miR861-3p, ath-miR158a-5p and ath-miR779.2 (C1 in Fig. 6a). MicroRNA target prediction analysis of miR851 (Fig. 6d(i)) suggests that it may target RNA-binding, pentatricopeptide repeat (PPR) containing proteins, many of which also show a transient increase in expression during germination and have been shown to be essential for seed viability/germination [10, 65]. 

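Of the miRNA loci that varied over the 10 time points, 5 had their highest mean level at H or 0 h; they are named here after their values were seen. MIR858a (chromosome 1, 26773679 to 26773786) was highest at H with 70.0 ± 8.59 CPM (SD, n = 3). MIR394b (chromosome 1, 28568799 to 28568996) was highest at H with 11.8 ± 2.21 CPM and MIR394a (chromosome 1, 7058203 to 7058308) at H with 8.94 ± 1.32 CPM. MIR157d (chromosome 1, 18026987 to 18027094) was highest at 0 h with 2.32 ± 0.609 CPM, and MIR3933 (chromosome 5, 15757634 to 15758189) at H with 1.51 ± 0.687 CPM. Of these, MIR858a was lower at 48 h SL than at 0 h with an adjusted p-value under 0.01, and the other loci were not called in that contrast. The number of loci with their highest mean at H or 0 h was 4 with DESeq2's size factors (all of these but MIR3933) and 29 with library totals alone.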

Nineteen miRNAs were expressed more highly in the dry seed compared to post-imbibition (C3 in Fig. 6a). These included miR159a, b and c, which are known to have a role in seed germination [4]. This indicates that closer examination of the remaining 16 miRNAs could reveal other candidates involved in regulation during germination. For example, several of the predicted targets of miR858a (Fig. 6d(ii)) were TFs that were identified as regulators of germination in our DREM model, including MYB13, MYB65 and MYB93. Thus, it is possible that miR858a has a regulatory role during germination.

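The mean level of the MIR159A locus was 2722 ± 53.6 CPM (SD, n = 3) at H, highest at 1 h S with 3232 ± 384 CPM and lowest at 24 h SL with 1001 ± 61.7 CPM. This order rests on the scaling. The TMM factors were 1.52 to 1.65 at 0 h and 0.81 to 1.17 at 1 h S, so with library totals alone 0 h lies above 1 h S. MIR159B (AT1G18075, chromosome 1, locus 6220576 to 6220851) fell from 748 ± 29.6 CPM at 0 h to 228 ± 3.05 CPM at 24 h SL and returned to 779.2 ± 13.4 CPM at 48 h SL. Its log2 fold change was -1.16 at 12 h SL against 0 h (standard error 0.11, adjusted p = 7.9e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.06 at 48 h SL against 0 h (standard error 0.11, adjusted p = 0.87 from the same test), a difference within the replicate error. The latter was -1.06 with library totals alone and -0.19 with TMM factors over all loci. MIR159C (AT2G46255) overlaps a pair of sRNA loci on chromosome 2. The locus from 18994825 to 18994850 went from 21.9 ± 0.842 CPM at 0 h to 13.8 ± 3.86 CPM at 48 h SL, a log2 fold change of -0.67 (standard error 0.18, adjusted p = 0.0036 from the same test). It lost the call without replicate 2 of 0 h, without replicate 2 or 3 of 48 h SL, with the filter on low counts and with DESeq2; its adjusted p ranged from 1.2e-12 to 0.14 over all alternatives. The locus from 18994645 to 18994665 holds 20 reads, and the libraries of 48 h SL had 3, 11 and 0 counts there against 1 count in the 3 libraries of 0 h. It was called (adjusted p = 1.3e-04 from the same test), but not when replicate 2 of 48 h SL was left out, and its adjusted p ranged from 1.6e-05 to 0.54 over all alternatives.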

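MIR858A (AT1G71002) overlaps an sRNA locus on chromosome 1 from 26773679 to 26773786 that holds 7363 reads, of which 76.9% map to a single place. Its level was 63.1 ± 5.23 CPM (SD, n = 3) at 0 h, 52.5 ± 16.5 CPM at 6 h SL, 11.1 ± 3.11 CPM at 24 h SL and 9.30 ± 2.72 CPM at 48 h SL. The log2 fold change was -1.19 at 12 h SL against 0 h and -2.78 at 48 h SL against 0 h (standard error 0.18, adjusted p = 1.6e-52 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the latter stayed between -2.93 and -2.54 when each of the 6 libraries was left out in turn. Nearby, MIR858B (AT1G09213) overlaps a locus from 26772882 to 26772932 with 413 reads and no detectable change (log2 fold change -0.01, standard error 0.40, adjusted p = 1.0 from the same edgeR test). A further locus of MIR858B, from 26772601 to 26772756, holds 8 reads and is too low for a comparison. The paper reasons from the predicted targets of miR858a, among them MYB transcription factors identified as regulators in its model, and names a regulatory role of this miRNA in germination as a possibility; the transcripts of these targets were not analysed here.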

### Small RNA abundance is dynamic over germination and correlates with developmental transitions

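Of the 87054 sRNA loci, 8558 (9.83%) varied over the 10 time points with an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9 degrees of freedom), and 17262 had an unadjusted p-value under 0.05. When each of the 30 libraries was left out in turn, 7691 to 9185 loci were called. The scaling moved this number the most, to 17858 loci with library totals alone. The filter on low counts kept 17977 loci, of which 5184 were called. The authors' deposited table of regularised log2 values has 10261 loci without names. Its entries were matched to the loci by recomputing the values from the counts, and 98.5% of them matched with a correlation of at least 0.9. Of the 8558 loci, 7807 (91.2%) are among the authors' loci.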

During the germination time course, 10,261 sRNA loci were differentially regulated out of a total 87,054 sRNA loci identified. 

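The authors' locus table gives each locus a predominant read length, or no call where too few of its reads have the length of Dicer products. Of all 87054 loci, 46364 (53.3%) have a call of 23 or 24 nt, 17201 (19.8%) a call of 20 to 22 nt and 23489 (27.0%) no size call. Among the loci of the authors' deposited table of varying loci, 6167 (60.1%) have a call of 23 or 24 nt, 1201 (11.7%) a call of 20 to 22 nt and 2893 (28.2%) none. Of the loci called here with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4481 have a call of 23 or 24 nt, 1196 a call of 20 to 22 nt and 2881 none.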

The analyses considered all sRNAs of 20–24 nt, including the 20–22 and 23–24 nt siRNAs. Using hierarchical clustering, the differentially regulated loci could be separated into four clusters with qualitatively distinct expression profiles (Fig. 7a). 

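The authors' deposited table holds the regularised log2 values of these loci but no cluster labels, so the clusters were rebuilt from it. Each locus was scaled to mean 0 and unit variance over the 30 libraries, and the loci were grouped by Euclidean distance with complete linkage into 4 clusters. This gave 3254 loci in cluster A, 3374 in cluster B, 1159 in cluster C and 2474 in cluster D. The letters were assigned by the profiles the paper describes. Complete linkage on centred values had been set before the data were examined and gave clusters of 3719, 281, 5820 and 441 loci for A to D. The scaling was chosen after the sizes from 12 combinations of scaling and linkage had been set beside the cluster labels of Fig. 7a. Grouping by correlation distance with complete linkage gave clusters of the same sizes. That is no check on the choice, because on scaled values both distances put pairs of loci in the same order. Because the clusters were defined on the same libraries, no test of their existence is given. For the same reason, the share of loci that follow a cluster's profile and the separation of its libraries follow in part from the grouping.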

Small RNA loci from clusters A and B showed stable abundances of sRNAs until 12 h SL, after which sRNA levels starkly decreased (for cluster A) or increased (cluster B). 

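Over the 3254 loci of cluster A, the mean regularised log2 value was 4.94 ± 0.01 (SD, n = 3 libraries) at 0 h, 5.01 ± 0.08 at 12 h S, 4.87 ± 0.08 at 48 h S, 4.72 ± 0.05 at 6 h SL, 4.60 ± 0.04 at 12 h SL, 4.35 ± 0.03 at 24 h SL and 4.40 ± 0.01 at 48 h SL. By 12 h SL it had changed by -0.34 from 0 h, with 83.9% of the loci lower, and from 12 h SL to 48 h SL it changed by -0.20, with 68.0% of the loci lower. In each of these comparisons all 3 libraries of one time point were below all 3 of the other (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The change from 0 h to 48 h S, -0.07, was not separated from the replicate spread (exact p = 0.4). Over the 3374 loci of cluster B, the mean was 3.72 ± 0.02 at 0 h, 3.96 ± 0.05 at 12 h SL, 4.31 ± 0.02 at 24 h SL and 4.58 ± 0.03 at 48 h SL. It rose by 0.24 from 0 h to 12 h SL, with 77.8% of the loci higher, and by 0.62 from 12 h SL to 48 h SL, with 93.2% of the loci higher (exact p = 0.1 for both). On the scale of log2(CPM + 0.5) in place of the regularised values, the changes after 12 h SL were -0.31 in cluster A and 0.89 in cluster B.

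**Figure D3:**
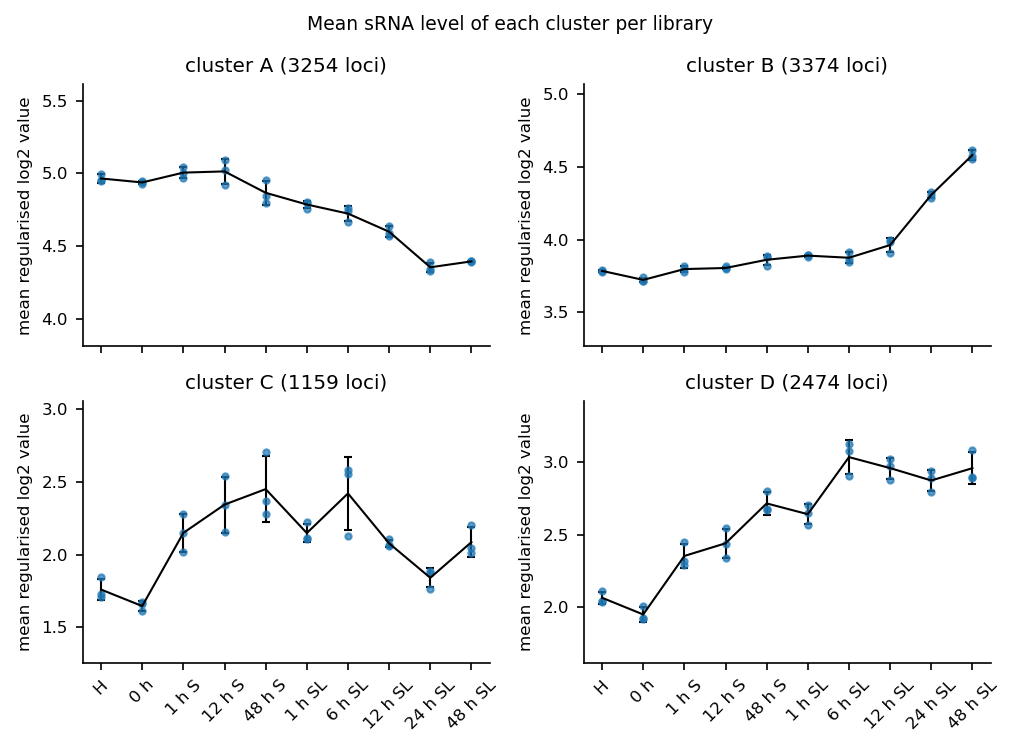
Mean regularised log2 value of the sRNA loci of clusters A to D at each time point, in 1 panel per cluster; points are libraries, and the line with bars is the mean ± SD of 3 libraries. From 12 h SL to 48 h SL cluster A changes by -0.20 and cluster B by 0.62; cluster C is 2.42 at 6 h SL and 1.84 at 24 h SL, and cluster D is 2.96 at both 12 h SL and 48 h SL.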

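In cluster A, 2497 of the 3254 loci (76.7%, 95% Wilson interval 75.3% to 78.2%) have a predominant length of 23 or 24 nt. In cluster B, 2486 of the 3374 loci do (73.7%, 72.2% to 75.1%). Among the loci outside the 4 clusters the share is 52.3% (Fisher's exact test, p = 2.5e-174 for A and p = 1.3e-136 for B, across loci, which are not independent replicates). A call of 20 to 22 nt is found at 6.61% of the loci of cluster A and 10.2% of cluster B. The loci outside the clusters have few reads, with a median of 11 per locus against 1792.5 in cluster A and 1045.5 in cluster B. Among loci with at least 50 reads the order turns around, with shares of 79.6% in A and 80.1% in B against 92.4% outside the clusters.

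**Figure D4:**
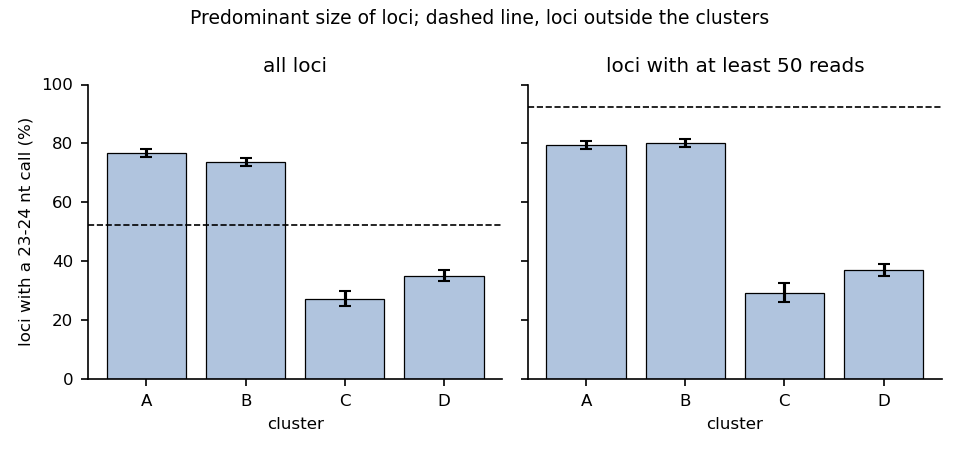
Percent of sRNA loci with a predominant length of 23 or 24 nt in clusters A to D, for all loci and for loci with at least 50 reads; bars start at 0, error bars are 95% Wilson intervals, and the dashed line is the share among loci outside the clusters. For all loci, A (76.7%) and B (73.7%) are above the line at 52.3%; with at least 50 reads, A (79.6%) and B (80.1%) are under the line at 92.4%.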

Clusters A and B contained predominantly 23–24 nt sRNAs (77% and 74% of loci, respectively; Additional file 2: Figure S7A). The sRNAs from loci in cluster C transiently increased in abundance during stratification and until 6 h in the light, while the loci in cluster D were characterised by a progressive increase in sRNAs throughout the time course (Fig. 7a). 

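Over the 1159 loci of cluster C, the mean regularised log2 value rose from 1.65 ± 0.03 (SD, n = 3 libraries) at 0 h to 2.15 ± 0.13 at 1 h S, 2.34 ± 0.19 at 12 h S, 2.45 ± 0.23 at 48 h S and 2.42 ± 0.25 at 6 h SL, and was 2.08 ± 0.03 at 12 h SL, 1.84 ± 0.07 at 24 h SL and 2.08 ± 0.10 at 48 h SL. The rise of 0.80 from 0 h to 48 h S was shared by 98.7% of the loci, and all 3 libraries of 48 h S were above all of 0 h (two-sided exact permutation test, p = 0.1, the smallest possible). At 6 h SL replicate 1 had a mean of 2.13, and replicates 2 and 3 had means of 2.55 and 2.58. From 6 h SL the mean changed by -0.34 to 12 h SL, with 85.5% of the loci lower, and by -0.58 to 24 h SL, with 88.7% lower, and in both cases the libraries did not overlap (exact p = 0.1, the smallest possible). The change from 6 h SL to 48 h SL, -0.33, was not separated from the replicate spread (exact p = 0.2), and the mean at 48 h SL was 0.44 above that at 0 h. Over the 2474 loci of cluster D, the mean rose from 1.95 ± 0.05 at 0 h to 2.44 ± 0.10 at 12 h S, 2.71 ± 0.08 at 48 h S and 3.03 ± 0.12 at 6 h SL, and then stayed at 2.96 ± 0.07 at 12 h SL, 2.87 ± 0.07 at 24 h SL and 2.96 ± 0.11 at 48 h SL. It was 1.01 higher at 48 h SL than at 0 h, with 97.4% of the loci higher (exact p = 0.1), and differed by 0.00 between 48 h SL and 12 h SL (exact p = 1.0).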

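In cluster C, 317 of the 1159 loci (27.4%, 95% Wilson interval 24.9% to 30.0%) have a predominant length of 23 or 24 nt, and in cluster D 867 of the 2474 loci do (35.0%, 33.2% to 36.9%), compared with 52.3% of the loci outside the clusters (Fisher's exact test, p = 9.9e-66 and p = 4.3e-65, across loci, which are not independent replicates). No size call was made for 53.0% of the loci of cluster C and 48.2% of cluster D, against 16.7% in A and 16.1% in B. For the position on the chromosomes, windows of 500000 bp whose gene coverage is under 0.5 times the median of their chromosome were taken as gene-poor, as the windows around the centromeres are. These windows hold 15.9% of all loci. They hold 39.7% of cluster A (Fisher's exact test across loci, p = 8.2e-222), 15.1% of cluster B (p = 0.27), 9.15% of cluster C (p = 6.0e-11) and 6.24% of cluster D (p = 3.0e-46). In the windows with the lowest gene coverage, under 0.25 times the median, lie 26.7% of cluster A and 4.79% of cluster B, compared with 9.91% of all loci. Windows with coverage from 0.25 to 0.5 times the median hold 13.0% of cluster A and 10.3% of cluster B, compared with 5.94% of all loci.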

A much smaller proportion of loci in clusters C and D contained predominantly 23–24 nt sRNAs (27% and 35% of loci, respectively; Additional file 2: Figure S7A) compared to clusters A and B. Examination of the chromosomal distribution of the sRNAs also revealed differing trends between the clusters: loci from cluster A (decreased expression in seedlings) were enriched in the centromeric heterochromatin regions, while those in cluster B (increased expression in seedlings) had a preferentially pericentromeric distribution; and loci from clusters C and D were found mostly in chromosome arms (Additional file 2: Figure S7B).

**Fig. 7:**
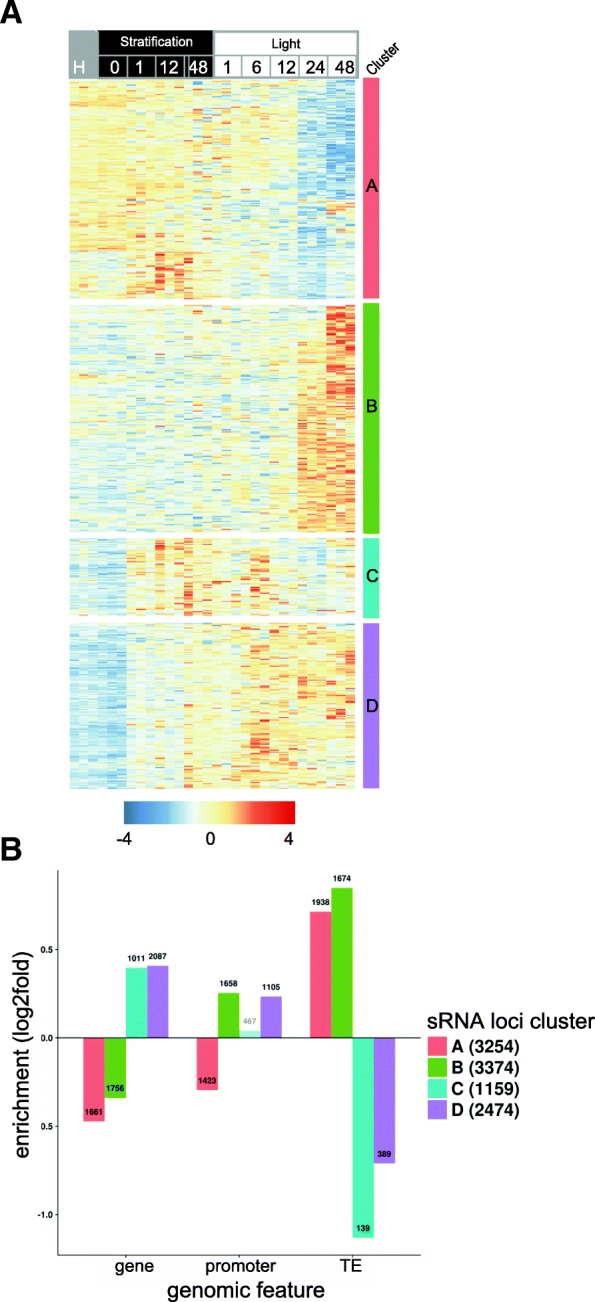
Differential expression of sRNAs during seed germination. **a** *Heatmap* of sRNA abundances for loci with differential sRNA accumulation (*p* adj < 0.01) during the time course. sRNA levels shown are the regularised log2 expression values (normalised by locus). **b** Overlap between sRNA clusters and genomic features. Non-significant enrichments are transparent. Numbers indicate the number of sRNA loci overlapping the features

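An annotated gene overlaps 51.3% of the loci of cluster A and 52.2% of cluster B by at least 1 bp, compared with 69.5% of all loci (Fisher's exact test, p = 2.2e-99 and p = 6.6e-93, across loci, which are not independent replicates). Cluster C (88.8%, p = 2.1e-53 from Fisher's exact test) and cluster D (86.2%, p = 1.1e-80) lie above this share. The background matters: among loci with at least the 44 reads that mark the 10th percentile of the varying loci, 39.3% overlap a gene, and clusters A and B then lie above it. Both of these backgrounds are sRNA loci. The paper generated its background over the whole TAIR10 genome, which was not done here. A promoter, from 1000 bp upstream to 200 bp downstream of a gene's start, is overlapped by 43.9%, 49.2%, 41.0% and 46.0% of the loci of clusters A, B, C and D and by 31.9% of all loci. Annotated pseudogenes are overlapped by 32.7% of cluster A, 7.14% of cluster B, 3.35% of cluster C and 3.47% of cluster D, compared with 7.76% of all loci. Transposable elements were not analysed here. Where a locus lies on 1 gene, at least 90% of its reads are on the sense strand of the gene at 52.1% of such loci in cluster A, 55.4% in B, 90.1% in C and 89.3% in D, compared with 63.3% outside the clusters.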

Overlapping the sRNA loci with annotated genomic features, including genes, promoters and transposable elements (TE), revealed that loci in clusters A and B were slightly enriched in TEs (60% and 50% of loci, respectively, overlapped TEs) and depleted in genes (*p* < 0.01, Fig. 7b). Given the role of 24-nt siRNAs (dominant in clusters A and B) in mediating RNA-directed DNA methylation (RdDM) and silencing of TEs [66], examination of DNA methylation patterns could give insight into this regulation during seed germination.

### Extensive DNA demethylation occurs towards the end of seed germination and in the post-germinative seedling

We investigated whether the broad transcriptional remodelling and sRNA dynamics that take place during germination were associated with epigenomic (DNA methylation) changes. The potential interaction interactions of these have not been examined previously. Analysis of DMRs in the CHH, CHG and CG contexts over the germination time course revealed very little change in the level of DNA methylation between the dry seed, after stratification (48 h S) and subsequently after 6 h exposure to light (6 h SL, Fig. 8a). However, DNA methylation levels then decreased after 24 h SL and further still after 48 h SL, by which time extensive hypomethylation was observed. Differential methylation affected 52,228 and 12,654 loci in the CG, CHG and CHH context, respectively (Fig. 8a). Overlapping DMRs in the different contexts revealed that two of 18 CG hypomethlyated DMRs overlapped the CHH hypomethylated DMRs and none overlapped CHG DMRs, whereas 216 of the 224 CHG DMRs overlapped CHH DMRs and no overlap was seen between the very few hypermethylated DMRs.

**Fig. 8:**
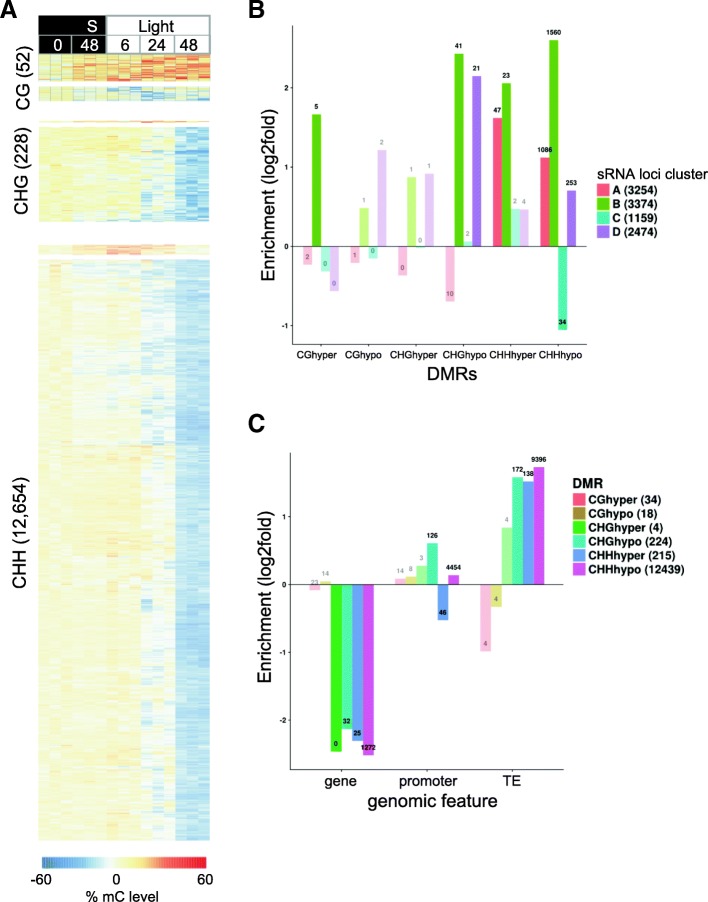
Significant demethylation occurs from seed to seedling. **a** *Heatmaps* showing DNA methylation levels (as a percentage) in DMRs in CG, CHG and CHH contexts. **b** Overlap of DMRs and sRNA loci (by cluster). **c** Overlap between DMRs and genomic features. Non-significant enrichments are transparent. Numbers indicate the number of overlaps

Significant overlap occurred between the DMRs and sRNA loci (by cluster) (Fig. 8b). Of the 12,439 CHH hypoDMRs, 98.8% overlapped sRNA loci that predominantly contained 23–24-nt siRNAs. The cytosine context and this overlap strongly suggested that the large decrease in DNA methylation was due to a reduced activity of the RdDM pathway, rather than the CMT pathway. However, at a majority of loci, the reduction in DNA methylation could not be attributed to a decrease in sRNA levels: only 2167 CHH hypomethylated DMRs overlapped with sRNA loci from cluster A (downregulated sRNAs), while 2189 overlapped sRNA loci from cluster B (upregulated sRNAs); and at 7684 DMRs the sRNA levels did not vary significantly. Inspecting the expression levels of the DNA methylation machinery revealed that the genes of most components were upregulated at two days in the light, including the major subunits of Pol IV and Pol V (*NRPD1* and *NRPE1*), while *DRM2* remained well expressed (Additional file 2: Figure S8). Although the expression of demethylases *DME* and *DML2* also increased, the expression of the major demethylase *ROS1* was much lower than in the dry seeds (Additional file 2: Figure S8). Furthermore, the coincidence of DNA demethylation with the onset of DNA replication in cells of the seed [67] argues for a mechanism of passive demethylation rather than active demethylation. Comparing the methylation levels of the DMRs with publicly available methylomes of *A. thaliana* embryo, endosperm and leaves revealed that the demethylated seedling at 48 h SL most closely resembles the leaf methylome (Additional file 2: Figure S9).

To assess whether the failure to maintain high levels of DNA methylation may be due to the protection of the DNA by TFs, we quantified the overlap of DMRs with the known binding sites of the TFs from the families that dominated the end of the time course (based upon the DREM model). Overall, 3150 CHH DMRs overlapped TF binding sites, only slightly less than expected by chance (Additional file 3: Table S6). However, the different families of TFs displayed great disparities in their overlaps with DMRs: the binding sites of AP2EREBP factors were strongly depleted in DMRs (32-fold compared to chance), which may be due in part to their binding motifs containing a CCG/CGG motif [46] (and thus constituting MET1/CMT3 targets rather than RdDM sites). Conversely, the binding sites of DOF and HB TFs were slightly enriched in DMRs (1.3-fold and 1.5-fold, respectively, corresponding to 782 and 1330 DMRs). Therefore, three-quarters of the CHH DMRs did not overlap binding sites from this subset of TFs, which would suggest that protection by TFs does not play a major role in the passive loss of DNA methylation at the seed-seedling transition stage. However, the binding data are not comprehensive and other TFs may bind more DMRs, so the full extent of the contribution of TF binding to loss of DNA methylation remains to be determined.

We next asked whether the decrease in CHH methylation may be linked to the transcriptional reprogramming of the emerging seedling. A total of 9541 and 7242 genes were upregulated and downregulated, respectively, between the 12 h SL and 48 h SL time points. In total, 1053 and 799 had CHH hypoDMRs in their promoters (from 1 kb upstream to 200 bp downstream of the transcriptional start site). Though there was no strong bias for upregulation of genes with hypomethylated promoters, and overall the DMRs were only very slightly enriched in promoter regions (Fig. 8c), hypomethylation of the promoters of more than 1800 DEGs is considerable.

## Discussion

In this study, we have characterised the regulatory network of transcriptomic and epigenomic changes that control Arabidopsis seed germination. Extensive transcriptome remodelling occurred from the dry seed stage, through stratification, germination and post-germination, following exposure to light. This included hundreds of previously unannotated loci, which are possibly germination-specific. We found that alternative splicing and divergent isoform usage was common in the germination transcriptome. TF families with direct regulatory roles governing specific transcriptional outputs were identified using time-series modelling. 

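Compared with 0 h, 2824 sRNA loci differed at 12 h SL (2299 higher and 525 lower) and 5922 at 48 h SL (4621 higher and 1301 lower), with an adjusted p-value under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between 12 h SL and 48 h SL, 1429 loci rose and 564 fell. Leaving out each library in turn gave 4541 to 5051 loci for 48 h SL against 0 h, of which 75.1% to 79.2% were higher. The split between higher and lower loci depends on the scaling, and with library totals alone it turned around, to 1917 higher and 8432 lower. The largest rises among loci with at least 10 CPM on average, with no overlap between the libraries of both time points, were on chromosome 3. The locus from 5579839 to 5580302, in PBP1 (AT3G16420), had no counts at 0 h and 106 ± 22.9 CPM (SD, n = 3) at 48 h SL, at least 457-fold higher. The locus from 1082582 to 1082827, in GAPC1 (AT3G04120), had 3 counts in the libraries of 0 h and 69.6 ± 22.0 CPM at 48 h SL, at least 301-fold higher. The largest falls were on chromosome 5. The locus from 22238320 to 22239361, over the seed storage albumin gene SESA5 (AT5G54740), had 33.8 ± 0.745 CPM at 0 h and no counts at 48 h SL, at least 36.0-fold lower. The locus from 7448444 to 7450575, in AT5G22470, had 16.7 ± 1.70 CPM at 0 h and no counts at 48 h SL, at least 17.8-fold lower. Nearly all reads of these 4 loci are on the strand of the gene.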

Substantial changes in sRNA populations also occurred over our time course. These included miRNAs, most of whose target transcripts were also differentially regulated across germination. However, the largest changes were in the abundance of 23–24-nt siRNAs, which are associated with RdDM loci. This correlated with genome-wide DNA hypomethylation, predominantly in the CHH context, as the seed epigenome transitioned from an embryo-like state to a vegetative seedling state. 

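Of the 315 sRNA loci that overlap miRNA genes, 63 were higher and 8 lower at 12 h SL than at 0 h, and 92 were higher and 10 lower at 48 h SL than at 12 h SL. At 48 h S, 19 were higher and 2 lower than at 0 h; the 2 lower ones, named after their values were seen, are those of MIR163 and MIR396b. Of the 315 loci, 164 are among the authors' varying loci, with 26 in cluster A, 103 in cluster B, 31 in cluster D and 4 in cluster C. Those in cluster C, also named after their values were seen, are at MIR4228, MIR8176, MIR845b and MIR860. The transcripts targeted by the miRNAs were not analysed here.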

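Between 0 h and 48 h SL, 2113 loci with a predominant length of 23 or 24 nt rose and 1110 fell, which together are 6.95% of the loci of this length. Of the loci of 20 to 22 nt, 792 rose and 44 fell (4.86%), and of the loci without a size call 1716 rose and 147 fell (7.93%). Over all loci with at least 1 CPM on average, called or not, the median absolute log2 fold change was 0.41 for 23 or 24 nt, 1.95 for 20 to 22 nt and 2.40 for loci without a size call, and 0.41, 1.76 and 2.08 with loci at the floor of 1 time point set to their bound. Among the called loci with at least 1 CPM on average, the median absolute log2 fold change was 1.00 for 2696 loci of 23 or 24 nt, 2.77 for 336 loci of 20 to 22 nt and 3.17 for 838 loci without a size call. With the bounds these medians were 1.00, 2.58 and 2.80. Of the loci at this level, 17.6%, 60.9% and 68.4% were called. The medians rest on the TMM factors, which centre the 23 to 24-nt loci, since they are 15308 of the 17085 loci at this level. With library totals alone the median log2 change of the 17085 loci is -0.95 in place of 0.06. The paper associates the 23 to 24-nt siRNAs with loci of RNA-directed DNA methylation and states that their change correlated with a genome-wide loss of methylation; the methylation data were not analysed here.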

We note that extensive changes in DNA methylation, transcripts and sRNA abundance occurred during stratification, despite the lack of dormancy in the seeds we examined [40, 41]. These changes likely reflect perception of both low temperature and imbibition by the seed, though it should be highlighted that Col-0 accession seeds harvested from plants grown at 22 °C do not exhibit secondary dormancy induced by chilling [68]. 

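At the end of stratification (48 h S), 1634 sRNA loci were higher and 59 lower than at 0 h, with an adjusted p-value under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Replicate 1 of 48 h S, the deepest library of that time point, carries many of these calls, and 507 loci were called without it. The other libraries left out in turn gave up to 1608 loci. With library totals alone the direction turned around, to 549 higher and 10865 lower. The paper's methods state that the seeds came from a single batch of plants.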

Our analyses provide unprecedented detail of the germination process that will be useful in future seed optimisation efforts.

We identified 163 unannotated differentially regulated loci (Fig. 3). These predominantly showed a transient expression pattern during germination and were homologous with genes encoding mitochondrial proteins. This is consistent with the resumption of active metabolism that characterises this phase of germination [69]. A number of mutations in related transiently expressed genes are embryo-lethal [10, 69]. Consequently, the unannotated loci we identified warrant further investigation of whether they are essential for successful germination.

One role of alternative splicing during germination is to diversify the transcriptome [14, 37, 70, 71]. This is achieved in part by divergent isoform usage of transcripts encoding the alternative splicing machinery themselves (Fig. 2). Differential regulation of the splicing machinery has growth and developmental effects in petals and roots [38]. Some of these same components were alternatively spliced during germination, suggesting they may also play a role in seed germination (Fig. 2).

Alternative splicing also influenced light signalling genes during germination, in agreement with a prior study (Fig. 2) [14]. Connections exist between alternative splicing, light signalling and energy availability during early photomorphogenesis [14]. Among the 620 genes with divergent isoform usage during germination (Fig. 2), 16 were annotated to take part in responses to light. These included *PhyB* (At2g18790), *Photosystem II Light Harvesting Complex Gene 2.1* (*LHCB2.1*; AT2G05100), *MYB65* (At3g11440) and *PIF6* (At3g62090). Alternative splicing of *PIF6* results in altered rates of ABA-dependent seed germination [37], while PhyB is required for promoting seed germination in the light via GA signalling [70, 71]. Light perception, involving PhyB, plays an important role in the spatial rearrangement of the nucleus, specifically chromatin decondensation in the later stages of seedling growth, during the transition to photomorphogenesis [72]. This is likely important for post-embryonic transcriptional reprogramming, as the seed genome becomes more active and a greater number of genes are expressed. In combination, this confirms that alternative splicing enables integration of light responses to the regulatory network controlling seed germination.

In our study, we illustrate the complexity of TF interactions during germination using DREM modelling of the time-series transcriptomes (Fig. 4). Numerous members of different TF families are involved at each developmental transition. Previous studies have focused on single or small numbers of TFs from specific families, but here we reveal that the regulatory network is much richer. Our modelling used target gene data obtained from an in vitro approach [46]. This method was validated as providing accurate data of true in vivo target genes, but it is likely that TF behaviour and expression varies between growth stages and tissues. Obtaining in planta binding data from seeds or individual seed tissues will reveal in greater detail the target genes that are effectively directly bound during germination. In accordance with published germination studies, we identified ABI5, ATHB23 and DAG2 among the known regulators of germination, with the latter two involved in PhyB-dependent seed germination [51, 53].

In addition to identifying known regulators of germination, our model also predicts many novel germination-regulatory TFs, whose roles have either not been characterised or have not been linked to germination. Using homozygous T-DNA insertion lines, we show that impairments of predicted germination-regulatory TFs cause delays in germination for seven out of eight candidates (*athb15*, *athb25*, *lmi1*, *obp1*, *smb*, *vnd2* and *wrky14*). The phenotypes observed were likely caused by the T-DNA insertions. However, the resequencing approach we used does not rule out the possibility that translocations or deletions influencing phenotype may also exist in these lines. In-depth characterisation of these TFs and genes misexpressed in their mutants will allow the reconstitution of a more comprehensive regulatory network governing germination, while application of inducible systems that combine multiple TFs may allow finer control over transcriptional modules. This modelling approach notably expands the number of validated germination-regulatory TFs and increases our understanding of the regulatory language that controls gene expression during germination.

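The share of counts on each class of sRNA locus was compared within each library, which needs no scaling between libraries. Loci with a call of 24 nt held 36.1% ± 1.40 of the counts (SD, n = 3) at 0 h and 20.0% ± 1.53 at 48 h SL, and loci with a call of 21 nt held 5.39% ± 0.326 and 12.1% ± 2.55. In both cases the libraries of the time points did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible with 3 libraries against 3). The loci of 23 and 24 nt together held 46.9% ± 0.709 and 47.0% ± 1.67 (exact p = 0.9). Between these time points the shares were not level. The 23 to 24-nt share was 28.9% at 48 h S and 48.7% at 24 h SL, and the 24-nt share was 13.7% and 34.3%. The 23 to 24-nt share is set by a few loci, since the 10 loci with the highest totals held 55.6% of the counts at 0 h and 63.2% at 48 h SL. Without them the 23 to 24-nt share was 83.1% at 0 h and 60.2% at 48 h SL. Those of the 10 with a call of 23 or 24 nt are the chloroplast loci from 105619 and from 129438 and the mitochondrial locus from 342004. The level share with all loci thus rests in part on reads from organelle genomes. Loci of 20 to 22 nt rose from 13.5% ± 0.354 to 23.2% ± 2.85, and loci without a size call went from 39.6% ± 0.780 to 29.8% ± 2.02 (exact p = 0.1 for both).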

The populations of miRNAs and siRNAs both changed over germination, indicating that these two distinct branches of the RNA-silencing mechanism are involved in seed–seedling transitions (Figs. 6 and 7). Previous studies suggest that alternative splicing regulates miRNA biogenesis [17]. This presents an interesting prospect for future investigation, given the extent of alternative splicing we and others observe during germination and early photomorphogenesis [14]. MicroRNAs are also known to mediate changes in de novo DNA methylation in Arabidopsis by targeting the genes involved in DNA methylation [63], including miRNA781a and miRNA773a, which target *INVOLVED IN DE NOVO 2 - like 1* and *DRM2* [63]. Both of these miRNAs and their confirmed targets were differentially regulated during seed germination and may have contributed to the extensive DNA hypomethylation we observed (Figs. 6 and 8).

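MIR773A (AT1G35501) overlaps an sRNA locus on chromosome 1 from 13067219 to 13067403 with a predominant length of 22 nt. Of its 1341 reads, 82.0% are of the sequence UUUGCUUCCAGCUUUUGUCUCC. Its level was 6.55 ± 0.309 CPM (SD, n = 3) at 0 h, 8.18 ± 3.02 CPM at 12 h SL, 7.30 ± 1.40 CPM at 24 h SL and 33.2 ± 7.62 CPM at 48 h SL. The log2 fold change of 48 h SL against 0 h was 2.33 (standard error 0.20, adjusted p = 2.3e-30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 2.14 and 2.47 when each of the 6 libraries was left out in turn and was 1.20 with library totals alone. The transcripts of the targets and DNA methylation were not analysed here.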

A large number of differentially regulated 20–22-nt siRNA loci overlapped differentially regulated genes (Additional file 2: Figure S7C). This size class is predominantly involved in post-transcriptional regulation of transcripts by targeted degradation [73]. 

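Of the 1201 loci of 20 to 22 nt among the authors' varying loci, 1169 (97.3%) overlap an annotated gene, compared with 16476 of all 17201 loci of this length (95.8%). Of the 23 to 24-nt loci among the varying loci, 42.4% overlap a gene, compared with 46.0% of all loci of that length. The expression of these genes was not analysed here.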

A simple model of post-transcriptional gene silencing would predict negative correlations between abundances of mRNAs and their targeting siRNAs. However, as we observed both positive and negative correlations between these, more complex regulatory systems such as negative feedback loops may be involved (Additional file 2: Figure S7C). Consequently, the role of siRNAs in controlling gene expression during germination cannot be precisely determined. Studying germination in mutant plants deficient in siRNA pathways will shed more light on this mechanism.

Extensive DNA demethylation occurred between the seed and post-germinative seedling, corresponding with the onset of DNA replication and cell division (Fig. 8). This decrease in methylation occurred almost exclusively in the CHH context and at RdDM loci. Rather than a complete removal of methylation, most DMRs underwent a quantitative reduction in DNA methylation. At most DMRs, no changes in sRNA abundance were recorded, although about 10% of DMRs could be associated with decreases or increases in sRNAs. Combined with the high expression of the RdDM machinery at this stage, these results suggest that the decrease of methylation in the seedling is mostly passive and due to a lesser efficiency of the RdDM machinery compared to the period of seed development. Indeed, comparison of the methylation profiles of our time points with publicly available datasets for embryo, endosperm and three-week-old leaf samples demonstrate that the hypermethylated seed up to 12 h SL is most similar to the embryo samples, whereas the emerging seedling adopts a profile that closely resembles one that is observed in leaves (Additional file 2: Figure S9). This is consistent with what is known about the epigenetic reprogramming of the zygote, with increased RdDM activity supported by companion-cell-derived sRNAs [25, 61]. More than 1800 demethylated regions correspond to promoters that change in activity during the seed–seedling transition. Although the upregulation of genes through promoter DNA hypomethylation does not appear to be a major mechanism of gene regulation during germination, it may play a role for a specific set of genes. Alternatively, changes in promoter activity may impair the recruitment of the RdDM machinery and thus contribute to the loss of methylation at these sites.

DNA methylation affects the ability of many TFs to bind DNA [46]. The majority of TFs identified as potential germination regulators by our DREM model are negatively affected by DNA methylation [46]. Consequently, the DNA demethylation taking place in the emerging seedling may generate new TF binding sites, thereby re-shaping the regulatory network that governs vegetative growth. This is supported by the observation that the promoter of a TF involved in germination under salt stress, MYB74, loses DNA methylation during salt stress and that this results in increased expression of the *MYB74* gene [74]. *MYB74* over-expressing plants also displayed hypersensitivity to salt during seed germination [74]. 

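MYB74 (AT4G05100) is annotated on the plus strand of chromosome 4. Upstream of its start, 1 sRNA locus within 2000 bp lies from 2617654 to 2618011, where no gene is annotated. It has a predominant length of 24 nt and 3912 reads, of which 97.5% map to a single place. Its level was 18.8 ± 1.51 CPM (SD, n = 3) at 0 h, 30.3 ± 0.521 CPM at 24 h SL and 29.8 ± 1.40 CPM at 48 h SL. The log2 fold change of 48 h SL against 0 h was 0.66 (standard error 0.17, adjusted p = 0.0014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The locus was not called without replicate 1 of 0 h, without replicate 2 of 48 h SL or with TMM factors over all loci, and with library totals alone its fold change was -0.45; over all alternatives its adjusted p ranged from 1.1e-04 to 0.65. The transcript of MYB74 and the methylation of the region were not analysed here.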

During germination in our study, MYB74 shows significant induction in the 48-h seedling (48 h SL), while a region in its promoter targeted by siRNAs exhibited decreased methylation (Additional file 2: Figure S10).

## Conclusions

We present a deep characterisation of the dynamic network of interactions between transcription, alternative splicing, sRNAs and DNA methylation during germination. We reveal extensive and stage-specific switches in isoform usage, a layer of complexity in the germination transcriptome that was previously unknown. Modelling regulatory events along the germination time course allowed us to organise known TFs controlling germination and to predict a large number of novel regulatory TFs. We validated that several of the predicted regulatory TFs altered germination rate and gene expression during germination, confirming the value of our model. Finally, we uncovered the genome-wide demethylation undergone by the germinating seedling at the onset of cell division. This study provides a deeper and more comprehensive understanding of seed germination, which will potentially contribute to trait optimisation efforts.

## Methods

### Arabidopsis growth and tissue collection

For the time course of germination (Col-0 only; Fig. 1a(i)), Arabidopsis plants were grown to maturity at 22 °C under long-day conditions and seeds were collected (freshly harvested – H) from this single batch of plants. The seeds were then kept for two weeks under dry, dark conditions to ripen before being collected (for 0 h samples) and then plated onto MS media plates (containing 3% sucrose). Samples were collected after 1 h of cold (4 °C) dark stratification (S), 12 h S and 48 h S before being transferred to continuous light (SL) (at 22 °C) and collected after 1 h (SL), 6 h SL, 12 h SL, 24 h SL and 48 h SL. Three biological replicates were collected. See [10] for details.

For the validation of DREM predictions, we procured eight homozygous knock-out lines of TFs predicted to play a role in germination, available in the CS27941 set; [75]. WT Col-0, athb15 (AT1G52150, SALK_140350C), athb25 (AT5G65410, SALK_133857C), *hat2* (AT5G47370, SALK_091887C), *lmi1* (AT5G03790, SALK_131946C), *obp1* (AT3G50410, SALK_049540C), *smb* (AT1G79580, SALK_143526C), *vnd2* (AT4G36160, SALK_026864C) and *wrky14* (AT1G30650, SALK_105170C) were all grown in parallel to maturity at 22 °C under long-day conditions and seeds were collected from individual plants. After five days of drying in the dark, the seeds were plated onto MS media plates (3% sucrose) as before and underwent 48 h of stratification at 4 °C in the dark before being transferred to a growth cabinet (22 °C, constant light at 100 μmol photons.m^−2^.s^−1^). For germination scoring, 50 seeds from at least five individual plants per genotype were monitored for radicle extrusion at 26, 36 and 49 h SL. For RNA-seq, seeds pooled from multiple parent plants were collected at 24 h SL in duplicates.

### Validation of the mutant lines by whole-genome resequencing

In addition to genotyping the eight homozygous mutant lines that we assessed for germination kinetics by regular PCR with primers designed on T-DNA express (http://signal.salk.edu/cgi-bin/tdnaexpress and Additional file 3: Table S3B) [56, 75], we performed whole-genome resequencing to ensure that there were single insertions only and that these were in the intended target genes. DNA was extracted from two-week-old mutant and WT seedlings with the QIAgen DNeasy extraction kit and genomic libraries were constructed with the Nextera DNA Library Preparation kit (Illumina) according to the manufacturer’s instructions. Libraries were enriched for large inserts by size selection with a 0.5X SPRI beads clean up. Sequencing in paired-end mode (75 bp) on an Illumina NextSeq 500 yielded 9–30 M reads per library. Reads were trimmed with trimgalore (v0.4.2) with options --phred33 --paired --nextera and mapped with bowtie2 (2.2.29) (CITE Langmead 2012) with option -X 1500 onto the TAIR10 genome with the pROK2 T-DNA sequence as a supplementary chromosome [76, 77]. Read pairs with one read mapping to the T-DNA and its mate mapping to the genome were extracted from the SAM output with awk ‘($3 == “pROK2_T-DNA_only” && $7 ! = “=”)’, to identify T-DNA insertion sites. Each mutant line had only one T-DNA insertion, at the predicted position, supported by at least 48 pairs, while no such pairs were found in WT Col-0 (Additional file 2: Figure S5).

### RNA isolation and RNA-seq

For the samples collected from the time course of germination (Col-0 only; Fig. 1a(i)), the Ambion Plant RNA isolation aid and RNAqueous RNA isolation kit were used for RNA isolation. RNA quality and integrity were determined using the Nanodrop 1000 Spectrophotometer and Agilent Bioanalyser. Only high-quality RNA samples (Abs260/280 nm ratios of 2.0–2.1) were used for RNA-seq library generation with the Illumina TruSeq Total RNA sample prep kit. RNA-seq libraries were multiplexed and loaded per lane into the Illumina HiSeq flow cell v3. All sequencing protocols were carried out as per the manufacter’s instructions using the Illumina HiSeq 1000 and HiSeq control software.

For the samples collected from the eight TF mutant lines and Col-0 in parallel (validation of the DREM predictions), RNA from the 24 h SL timepoint was extracted with the Spectrum RNA extraction kit (Sigma) in duplicates for each genotype. RNA-seq libraries were prepared with the Illumina TruSeq mRNA kit, pooled and sequenced on one NextSeq500 flow cell.

### Gene-level differential expression

RNA-seq reads were trimmed with trimgalore v0.4.2 and mapped onto the Arabidopsis TAIR10 genome with the Araport11 transcriptome annotation using HISAT2 v2.0.5 [78]. Gene counts were extracted with featureCounts v1.5.1 [79] and analysed with DESeq2 v1.10.1 [80]. Genes were considered differentially expressed during the time course when the adjusted *p* value of the likelihood ratio test (reduced model, no effect of time vs. full model, time factor with ten levels) was < 0.01. Expression levels of the DE loci were classified into clusters by hierarchical clustering based on Euclidean distance. Functional enrichment analysis was carried out using the GO Enrichment Analysis tool (http://geneontology.org/).

### Isoform quantification

Alternative splice variants were quantified with Salmon v0.7.2 [81]. Araport11 transcripts were quasi-indexed with k = 31 and RNA-seq libraries were quantified with 30 bootstraps and the VB optimizer. Transcript quantifications were then analysed for differential accumulation using Sleuth v0.28.1 [82], using a likelihood ratio test between the reduced and full model as before.

### Identification of unannotated loci

The cufflinks package [83], version 2.2.0 (Bowtie2 v 2.2.0-beta7 and Tophat v2.2.0), was used with the TAIR10 genome sequence to align the RNA-seq reads to the genome using the gene model annotation file (GFF) from TAIR10 with the following options: −b2-sensitive –r 0 –mate-std-dev 100 –g 1 –G. The RABT assembly was generated using the resulting aligned reads with Cufflinks v 2.2.0 in discovery mode, in order to identify previously unannotated genes (as previously described [83]. To do this, reads corresponding to the dry seed (0 h), 48 h S and 48 h SL were merged using Cuffmerge and the TAIR10 assembly as a reference to create the RABT assembly for transcript abundance quantification. In this way, 881 un-annotated regions (>200 bp) were identified and 394 of these were differentially regulated. Of these, 231 regions (~60%) overlapped with genes annotated in Araport11, supporting this method of identifying previously unannotated loci and leaving 163 previously unannotated differentially regulated loci.

### Modelling the regulatory network

Log2-fold changes relative to 0 h for the DEGs at 12 h S, 48 h S, 12 h SL and 48 h SL were used to annotate the transcriptional dynamics with likely regulatory TFs using the DREM framework [45]. To decrease the size of the TF–gene interaction dataset [46], we kept the strongest 25% peaks for each of the 287 TFs and identified their presumed target with ChIPpeakAnno [84]. Only associations with a *p* value < 10^−7^ are shown. TF binding data, gene expression data, parameters and output model used in DREM modelling are shown in Additional file 1: SD3.

### Small RNA-seq protocol

For sRNA analysis, 1 μg of total RNA was used for library preparation with the Small RNA sample preparation kit (Illumina). Three biological replicates were conducted per time point. Briefly, Illumina RNA adapters were sequentially ligated to the small RNA molecules. These adapter-ligated samples were reverse-transcribed and PCR-amplified before gel purification for size selection (15–30-nt inserts) [30]. The libraries were multiplexed and sequenced for 96 cycles using the Illumina HiSeq 1000, as per the manufacturer’s instructions.

### Small RNA analysis

Small RNA-seq reads were trimmed with trimgalore (v0.4.2) and sequences of 18–24 nt in length were mapped and clustered onto the Arabidopsis TAIR10 genome with ShortStack v3.6 [85]. The read counts on all 87,000 defined clusters were subjected to differential analysis with DESeq2 v1.10.1 [80]. Small RNA loci were considered to vary during the time course when the adjusted p value of the likelihood ratio test (reduced model, no effect of time vs. full model, time factor with ten levels) was < 0.01. 

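The likelihood ratio test over the 10 time points was also run on the deposited counts with DESeq2 and its default filters. It tested 31824 loci after independent filtering and called 6240, of which 6237 are among the authors' loci in their deposited table of varying loci. Without the independent filter 5563 loci were called, with the filter set for an adjusted p-value of 0.01 there were 5796, and without the filter on outlying counts there were 6906. These last 3 settings were tried after the first number had been seen.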

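The loci of the authors' deposited table were grouped with 3 treatments of the regularised log2 values (centred, scaled to unit variance, and correlation distance) and 4 linkage rules, which makes 12 combinations. Centred values with average linkage put 10114 loci in the largest cluster and 1 in the smallest. Centred values with the linkage rule ward.D2 gave 5520, 3138, 1115 and 488 loci, and scaled values with the same rule gave 3585, 2810, 2492 and 1374. The sizes of the clusters therefore depend on these choices as well as on the distance.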

Differential loci were classified into four clusters by hierarchical clustering based on the Euclidean distance of the regularised logarithm of counts.

Counts for miRNAs annotated in Araport11 were obtained with featureCounts from the sRNA libraries mapped onto TAIR10 with bowtie v1.1.2 [86] with options -v 1 -a --best --strata. For visualisation in JBrowse we used the sRNA plugin (https://github.com/bhofmei/jbplugin-smallrna), courtesy of Brigitte Hofmeister.

### Genomic DNA extraction and MethylC-seq

Genomic (g)DNA was extracted from the seeds/seedlings using the Qiagen DNeasy Plant mini kit. Purified gDNA (600 ng) was used for MethylC-seq library preparation after spiking in 0.5% lambda DNA (N6-methyladenine-free) (New England BioLabs) [87]. Three biological replicates were conducted per time point. Following bisulfite conversion and purification, the adapter-ligated DNA molecules were sequenced using the Illumina HiSeq 1000, following manufacturers’ instructions. For visualisation in JBrowse we used the methylation plugin (https://github.com/bhofmei/jbplugin-methylation), courtesy of Brigitte Hofmeister. Note for Fig. 1b and Additional file 2: Figure S10, data were shown within the AnnoJ genome browser (http://www.annoj.org/).

### DMR detection

DMRs were identified using HOME (v0.1) (https://github.com/Akanksha2511/HOME). Briefly, single-end MethylC-seq reads were trimmed with trimgalore (v0.4.2) and mapped to TAIR10 genome with Bismark v0.16.3 [88] and default parameters. Deduplicated reads (deduplicate_bismark) were used to generate genome-wide cytosine reports (bismark_methylation_extractor, bismark2bedGraph, coverage2cytosine). The processed data were then used to identify timeseries DMRs for the three contexts (CG, CHG and CHH) using HOME-timeseries with default parameters. We further filtered out regions whose maximum absolute difference in methylation during the time course was lower than 20%. Hierarchical clustering of the methylation differences relative to the first time-point (0 h) distinguished hypermethylated and hypomethylated regions.

### DMR analysis

Overlaps between DMRs, differential sRNA loci and genomic features were computed with the Genome Association Tester (GAT) v1.0 and default parameters. Bootstraps of overlaps were generated on the whole TAIR10 genome.

## Additional files

Additional file 1: SD1: List of genes that are differentially expressed during the germination time course. SD2: Lists of genes that are misexpressed in each of the mutants at 24 h SL. SD3: TF binding data, gene expression data, parameters and output model used in DREM modelling.

Additional file 2: Figure S1. Transcriptomic responses over seed germination. **Figure S2.** Correlation between the main two isoforms of genes with multiple variants during germination. **Figure S3.** Modelling the TF network controlling germination. **Figure S4.** Reduced DREM model showing the TFs selected for validation. **Figure S5.** Results of the whole-genome resequencing of the eight mutant lines of DREM-predicted TFs. **Figure S6.** Differential expression of miRNAs over seed germination. **Figure S7.** sRNA size classes, distribution along the five chromosomes and correlation between sRNA loci and expression of their target genes. **Figure S8.** Expression of the methylases, demethylases and Pol IV/V main subunits. **Figure S9.** Hierarchical clustering of methylomes from our time course and other Arabidopsis tissues, based on the Euclidean distance of methylation levels of the 12,654 CHH DMRs, agglomerated by complete linkage. **Figure S10.** AtMYB74 during seed germination.

Additional file 3: Table S1. The 620 genes showing isoform variation during seed germination. **Table S2.** The 163 DE unannotated loci identified during seed germination. **Table S3A.** Number of misexpressed genes at 24 h SL in each genotype and subsets that are differentially expressed during germination and DAP-seq-predicted targets of the corresponding TF. **Table S3B.** Primers used for genotyping the mutant lines. **Table S4.** Number of misregulated genes in each branch of the DREM model (Fig. S) at 24 h SL in each mutant. **Table S5.** Correlation between the expression profiles of miRNAs and their respective confirmed target gene(s) for all those shown in Figure S6. **Table S6.** Overlap between CHH DMRs and TF binding sites.

## Abbreviations

ABA: Abscisic acid
AGI: Arabidopsis Gene Identifier
DAP-seq: DNA affinity purification sequencing
DB: Database
DEG: Differentially expressed gene(s)
DMR: Differentially methylated region
GA: Gibberellic acid
gDNA: Genomic DNA
GO: Gene Ontology
MEE: Maternal embryo effect
miRNA: microRNA
PPR: Pentatricopeptide repeat
S: Stratified
siRNA: Small interfering RNA
SL: (exposed to) Light (after 48 h stratification)
sRNA: Small RNA
TAIR: The Arabidopsis Information Resource
TE: Transposable element
TF: Transcription factor

How the deposited data were processed for this re-analysis (not part of the article)

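Small RNAs were measured by sequencing in 30 libraries of Arabidopsis thaliana Col-0, from freshly harvested seed, ripened dry seed, 3 times of stratification at 4 °C and 5 times in the light at 22 °C, with 3 libraries per time point. Each library was assigned to its time point and replicate from the sample labels, which matched the paper, and every column of per-library values carried the name given in the labels of its sample. The RNA-seq and DNA methylation measurements and the mutants of the paper were not analysed here.

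The authors made the counts by trimming the reads with trimgalore, mapping and clustering reads of sRNA length on TAIR10 with ShortStack, and counting the reads of each library on the resulting loci; the deposited counts are whole numbers without normalisation. The paper's text does not name how reads that map to several places were assigned. The authors also deposited a table of log2 values, the regularised logarithm from DESeq2, for the loci that passed their likelihood ratio test over time. That table carries neither locus names nor cluster labels. Another deposited table describes the loci over all libraries together, with the fraction of reads on the top strand and other read numbers such as the reads of each length, the uniquely mapping reads and the most abundant sequence. The lengths of the nuclear chromosomes in the reference used here are those of TAIR10, and the most abundant sequence of a locus lies in its interval for 94.8% of 86814 nuclear loci and for 100% of 23 chloroplast loci. It does so for 0.461% of 217 mitochondrial loci, so the annotation of the mitochondrial genome was not used here. The annotation holds 33187 genes, of which 27531 are protein-coding and 326 are miRNA genes, and 4843 pseudogenes. Transposable elements and the authors' counts of mature miRNAs were not analysed here.

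The deposited counts were tested with edgeR's quasi-likelihood test (edgeR 4.0.16 with limma 3.58.1 in R 4.3.3), with time as a factor of 10 levels, all 30 libraries in one fit, Benjamini-Hochberg adjustment over all 87054 loci and a threshold of 0.01 on the adjusted p-value. The contrasts were 48 h SL, 12 h SL and 48 h S against 0 h, 48 h SL against 12 h SL, and 0 h against H. Library sizes were scaled by TMM factors computed from the 6725 loci with a mean of at least 50 counts. The plan set before the data were examined named TMM without a minimum. The minimum was added because the test on simulated data failed without it, when results with plain TMM and with DESeq2's size factors had been seen; plain TMM factors over all loci are kept as an added alternative. Tests were checked on simulated counts with 200 changed loci among 86944 and a dispersion of 0.05: the test over time recovered 82 (41%) and the contrast of 48 h SL against 0 h recovered 91 (45.5%), with 0 false calls in each. In the same simulation the factors over all loci were wrong by 0.29 on the log2 scale between 48 h SL and 0 h, and with the minimum of 50 counts the largest error of a library was 0.0161. The simulation took the factors with this minimum as the truth, so it cannot show which scaling is right for the real libraries.

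Levels are counts per 1000000 (CPM), as mean ± SD of 3 libraries. Shares of loci carry 95% Wilson intervals and Fisher's exact tests across loci, and comparisons of a single value between time points use two-sided exact permutation tests. The loci of the authors' table of log2 values were identified by recomputing the regularised log2 values from the deposited counts with DESeq2 1.42.0 and matching them in order. In a test on simulated values, 2999 of 3000 entries were assigned to the right locus; in the authors' table 4215 of the 10261 entries were fixed as anchors, all in increasing order, and the median distance was 0.03 on the log2 scale. The 4 clusters were formed from values scaled to unit variance with complete linkage. The plan had named centred values; the scaling was chosen after the cluster sizes of 12 combinations had been set beside the labels of Fig. 7a, and the planned clusters are kept as an alternative. Windows of 500000 bp (alternative 1000000 bp) with gene coverage under 0.5 times the median of the chromosome were taken as gene-poor.

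The loci named in the text follow a rule set before the data were examined: loci overlapping the miRNA genes the paper names, loci within 2000 bp of the unannotated locus XLOC_000109 or upstream of MYB74, the locus with the highest total count, and the pair of largest rises and the pair of largest falls between 0 h and 48 h SL among called loci with at least 10 CPM on average and no overlap between the libraries. The alternatives were DESeq2's size factors, library totals alone, edgeR's filter on low counts, DESeq2, edgeR's older quasi-likelihood method, replicate number as a block, a threshold of 0.05, a fit on the 6 libraries compared, other definitions of overlap, size class, windows and background, and each library left out in turn. Added after the data were examined were TMM factors over all loci, library totals without the 10 largest loci, the fits without the 4 shallow libraries and 3 further settings of DESeq2.

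Library totals ranged from 596393 to 11198873 counts. A locus without counts can lie at up to 0.231 CPM at 0 h and 0.939 CPM at 48 h SL, the levels of 3 counts per library. These floors and the intervals leave out the variation from amplification. Replicates were compared with each other before averaging: over 30 pairs the smallest mean chi-square per locus was 1.39, so no library appeared as a copy of another. Within time points the correlation of log2 CPM was 0.910 to 0.993 among libraries over 1000000 counts and at least 0.801 where a shallow library took part. Permutation tests, figures and summaries used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.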

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

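The tests of the depth behind the rRNA share, of the spread behind the loci that differ between 0 h and H, and of other splits of the libraries were chosen only after the result was seen; the test on chloroplast loci was set beforehand.

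Loci of the chloroplast genome held 10.5% ± 0.803 of the counts (SD, n = 3) at 0 h and 30.2% ± 2.26 at 48 h SL, with no overlap between the libraries (two-sided exact permutation test, p = 0.1, the smallest possible). The paper does not report on sRNAs from the chloroplast. A few abundant loci were argued against as the whole source: without the 10 loci with the highest totals, the chloroplast share still rose from 2.44% ± 0.0921 to 18.3% ± 0.207, and among the 16 other chloroplast loci with a mean of at least 10 counts, 16 were higher at 48 h SL and 14 were called higher, with 0 called lower. Their median log2 fold change was 3.41, and 2.28 with library totals alone. Of these 16 loci, 0 had at most 3 counts in every library of 0 h. The 10 largest loci, however, include the chloroplast loci from 105619 to 109268 and from 129438 to 133030. Each holds 6.05% of all counts, and their most abundant sequence is the same. The 10 largest held 55.6% of the counts at 0 h and 63.2% at 48 h SL, and the shares without them are of the remaining counts. Most of the chloroplast share and of its rise therefore lies on this pair of loci. In the dark, chloroplast loci already held 14.7% ± 2.28 of the counts at 1 h S and 15.6% ± 2.05 at 12 h S. At 24 h SL they held 14.3% ± 0.214, so the larger part of the rise came after it. To that later part, a rise in chloroplast number or transcription in the greening seedling may contribute. A difference in how much chloroplast RNA breaks down to sRNA length may contribute too. Both are hypotheses, and neither was tested.

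Nuclear rRNA genes held 36.7% ± 0.719 of the counts at 0 h and 59.2% at 48 h S, where the libraries had 59.1%, 56.9% and 61.6%; at 0 h they had 36.0%, 36.5% and 37.5% (exact permutation p = 0.1, the smallest possible). This share is that of 2 sRNA loci, and the paper does not report on them. The loci on chromosome 3 from 14193062 to 14193134 and from 14203471 to 14203543 are not counted in it. Their most abundant sequence is that of the rRNA locus on chromosome 2 from 1770 to 10654. The low depth of replicates 2 and 3 of 48 h S was argued against as the cause, since replicate 1, with 7999180 counts, has 59.1% as well. The locus with the highest total of all, on chromosome 3 from 14197250 to 14203243 over 18S and 5.8S rRNA genes (AT3G41768 and AT3G41979), holds 35564488 reads, 23.2% of all counts. It rose from 136957 ± 7360 CPM at 0 h to 685834 ± 73195 CPM at 48 h S. These levels use TMM-scaled library sizes and are not shares of the counts. The TMM factors were 1.52 to 1.65 at 0 h and 0.51 to 0.58 at 48 h S. As a share of the counts, this locus rose by a smaller factor. It was also higher at 48 h SL than at 0 h by 0.47 on the log2 scale (adjusted p = 3.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; over the alternatives the adjusted p ranged from 2.1e-20 to 0.53, and with library totals alone the fold change was -0.66). Whether the rise at 48 h S reflects breakdown of ribosomes in the cold, imbibed seed or a property of the extraction was not tested.

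Between H and 0 h, during dry ripening, 116 loci differed, 5 higher and 111 lower at 0 h, and 1782 had an unadjusted p-value under 0.05. The paper does not describe a change in sRNAs in this interval. The 5 higher loci, named after their values were seen, lie on the tRNA genes AT1G63510, AT2G39600 and AT3G51265, on AT2G37585 and on the non-coding RNA gene AT5G06165. A predominant length of 23 or 24 nt was called for 40 of the 116, 20 to 22 nt for 8, and no size for 68. Of the 83 loci on 1 gene, 88.0% have at least 90% of their reads on the sense strand. Leaving out each library in turn gave 64 to 83 loci; the lowest were 64, 73 and 72 without replicates 1, 2 and 3 of 0 h and 73 without replicate 3 of H. With every library thinned to 596393 counts, 8 loci differed. The result also rests on how the spread was estimated. The filter on low counts kept 115 of the 116 loci and none of them was called after it, although 104 had an unadjusted p-value under 0.05; the smallest adjusted p was 0.22, and the standard errors of these loci were larger by a median factor of 1.67. For 48 h SL against 0 h the same factor was 1.06, and 3971 of 4231 called loci that passed the filter were called after it. The low-count loci in the fit are therefore a candidate explanation for the calls between H and 0 h. A change during ripening remains open, and the same 10 splits of 6 libraries limit what can be said: only the real split gave as many loci (1 of 10, most in another split 3), and 10 splits cannot give a share under 0.1, so the time points and an accidental grouping cannot be told apart for these 116 loci by that count.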

How the results depend on the processing

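The alternatives were set before the data were examined, except TMM factors over all loci, library totals without the 10 largest loci, the fits without the 4 libraries under 1000000 counts and the further DESeq2 settings, which were added after results had been seen; the counts of other splits and the comparison of scalings were also chosen only after the result was seen.

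Scaling changed the results the most. Library totals alone called 17858 loci over time (8558 with the TMM factors used), 10349 between 48 h SL and 0 h, 2778 between 48 h SL and 12 h SL, 11414 between 48 h S and 0 h and 0 between 0 h and H (1426 with an unadjusted p-value under 0.05). The direction reversed with it in 3 contrasts: 18.5% of the called loci were higher at 48 h SL than at 0 h (78.0% with the factors used), 16.2% at 48 h SL against 12 h SL (71.7%) and 4.81% at 48 h S against 0 h (96.5%). The share moved without reversing at 12 h SL against 0 h, to 54.3% (81.4%), and among miRNA loci at 48 h SL against 0 h, to 56.2% (93.8%). Among the 24 single loci counted below, which leave out those near XLOC_000109, the ones that reversed with library totals were MIR159B (-1.06), MIR781A (-0.31), MIR861 (-0.52), the locus upstream of MYB74 (-0.45) and the rRNA locus with the highest total (-0.66). Near XLOC_000109 the loci from 639727 (0.11 with the factors used and -1.01 with library totals), 640320 (0.59 and -0.50), 640713 (0.88 and -0.22), 640936 (0.14 and -0.98) and 641135 (0.39 and -0.72) reversed as well. Library totals without the 10 largest loci gave 13261 loci over time, 9366 for 48 h SL against 0 h with 25.1% higher, 4732 for 12 h SL against 0 h with 34.5% higher, 26.7% higher for 48 h SL against 12 h SL, 72.0% for 48 h S against 0 h, 70 loci for 0 h against H and 62.4% higher among miRNA loci. So for 48 h SL against 0 h the 10 largest loci are argued against as the whole cause of the reversal, since 74.9% of the called loci were still lower without them, whereas for 48 h S against 0 h most called loci were again higher without them. TMM factors over all loci gave 60.9% higher for 48 h SL against 0 h, 50.6% for 48 h SL against 12 h SL, and -0.19 for MIR159B. The cause of these shifts was not tested further. DESeq2's size factors in edgeR kept each count within 1.5 times and each direction.

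The filter on low counts left 17977 loci, of which 5184 were called over time, 1108 between 48 h S and 0 h and 0 between 0 h and H (600 with an unadjusted p-value under 0.05), with 66.1% higher for 48 h SL against 0 h and 61.5% for 48 h SL against 12 h SL. DESeq2 called 0 loci between 0 h and H (593 with an unadjusted p-value under 0.05), and 56.7% of its calls were higher at 48 h SL than at 12 h SL. Without independent filtering it called 5563 loci over time. A threshold of 0.05 on the adjusted p-value gave 8889 loci for 48 h SL against 0 h and 3203 for 48 h SL against 12 h SL, which follows from the threshold. The fit on the 6 libraries compared gave 3007 loci for 48 h S against 0 h and 305 for 0 h against H, of which 18.0% were higher; the cause was not tested. An overlap of at least 50% of the locus left 81 miRNA loci called. No locus is called as a miRNA in the authors' locus table, so that alternative gave no value.

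With replicate number as a block in the fit, 7909 loci varied over time and 5418 differed between 48 h SL and 0 h, each within 1.5 times of the value without the block. Libraries with the same number did not deviate together: the mean correlation of their deviations was -0.018 over 135 pairs (-0.48 to 0.31), compared with 0.009 over 270 pairs with different numbers, and it was over 0.1 in 15.6% of the former. The numbers therefore carry no shared batch that these counts show.

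Leaving out each library in turn gave 7691 to 9185 loci over time in 30 fits. In 6 fits per contrast it gave 4541 to 5051 loci for 48 h SL against 0 h (75.1% to 79.2% higher), 2066 to 2629 for 12 h SL against 0 h (79.2% to 82.7%), 1471 to 1633 for 48 h SL against 12 h SL (70.9% to 76.4%) and 128 to 133 miRNA loci (92.5% to 95.4%). For 48 h S against 0 h it gave 507 to 1608 loci (96.3% to 97.6%), with 507 when replicate 1 of 48 h S, its only deep library, was left out. For 0 h against H it gave 64 to 83 loci (0% to 9.88%), the lowest without replicate 1 of 0 h. The MIR858B locus from 26772882 to 26772932 reversed sign, to 0.04, 0.02 and 0.24, without replicate 1 or 2 of 0 h or replicate 3 of 48 h SL. Its change is within the replicate error in each case.

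The cluster profiles kept their direction on other scales, except 1. On log2(CPM + 0.5) the changes were -0.44 (12 h SL less 0 h) and -0.31 (48 h SL less 12 h SL) in cluster A, 0.89 in B (48 h SL less 12 h SL), 1.04 in C (6 h SL less 0 h), and 1.31 and 1.33 in D (12 h SL and 48 h SL less 0 h). On log2(CPM + 5) they were -0.21 in A (12 h SL less 0 h), 0.12 and 0.43 in B, 0.39 in C, and 0.47 and 0.51 in D. With clusters of centred values they were -0.25 in A, 0.062 and 1.67 in B, 0.52 in C, and 1.77 and 2.65 in D, and the change of cluster C from 6 h SL to 48 h SL reversed, to 0.19. Different loci make up these clusters, which accounts for the change. Leaving out each replicate number gave -0.35 to -0.32 and -0.22 to -0.19 in A, 0.22 to 0.26 and 0.57 to 0.64 in B, 0.69 to 0.93 and -0.46 to -0.23 in C, and 0.96 to 1.03 and 0.93 to 1.06 in D.

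Among loci with at least 50 reads, the 23 to 24-nt share of clusters A and B (79.6% and 80.1%) was under that of the loci outside the clusters (92.4%), a reversal. With clusters of centred values, the share was 54.1% in B, no longer past the threshold, and 55.9% in C, reversed. Cluster B was depleted in windows with gene coverage under 0.25 times the median (4.79%), past the threshold, and with centred values 29.5% of it lay in gene-poor windows, reversed. Against loci with as many reads as varying loci, of which 39.3% overlap a gene, the gene overlap of A (51.3%) and B (52.2%) reversed, and the promoter overlap of C (41.0% against 39.2%) was no longer past the threshold. With centred values, the gene overlap was 63.7% in B, no longer past the threshold, and 68.0% in C, reversed. With an overlap of at least 50% of the locus, 18.8% of A overlapped a promoter against 25.3% of all loci, reversed.

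Without the 10 largest loci, the shares of counts at 48 h SL less 0 h were -22.9 percentage points for 23 to 24 nt, reversed from 0.156, 15.4 for 20 to 22 nt (9.67 with all loci) and 7.46 for loci without a size call, reversed from -9.83. With each library left out in turn the 23 to 24-nt difference ranged from -0.42 to 1.12, and it was -0.23, -0.42 and -0.12 without replicates 2 and 3 of 48 h SL and replicate 3 of 0 h. The difference for 20 to 22 nt ranged from 8.63 to 11.3 and that for no size call from -10.9 to -8.86.

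Of 24 single loci, without those near XLOC_000109, with 332 values under alternatives, 307 values kept direction and side of the threshold, 9 reversed and are given above, and 16 kept the direction but not the threshold, 9 of them for loci that rose and 7 for loci that fell; 15 loci changed under none. Of 361 values for the 40 other results, 285 kept both, 52 moved, 3 fell under the threshold, 1 passed it and 20 reversed. With every library thinned to 596393 counts, fewer loci differed in each contrast: 890 between 48 h SL and 0 h (5922 at full depth), 443 between 12 h SL and 0 h (2824), 367 between 48 h S and 0 h (1693), 191 between 48 h SL and 12 h SL (1993) and 8 between 0 h and H (116).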

Differences from the paper's values

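In this part the comparison of cluster C between 24 h SL and 6 h SL and the share of varying miRNA loci called higher were chosen only after the result was seen.

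The paper's number of miRNAs highest in the dry seed is 19, and 5 miRNA loci had their highest mean at H or 0 h here. Of the alternatives set before the data were examined, the 2 run for this count were DESeq2's size factors, with 4 (all of the 5 but MIR3933), and library totals alone, with 29, which lie on both sides of the paper's number. The paper's number of miRNAs with a transient peak is 5, and 29 loci had their highest mean between 1 h S and 12 h SL; with DESeq2's size factors there were 30 and with library totals alone 19, so neither of these 2 alternatives closed this gap, and no others were run for it. The paper counted mature miRNAs and grouped them by clustering, whereas sRNA loci were grouped by their highest mean here.

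The paper's number of sRNA loci that vary over the time course is 10261 in its text, and the value here was 8558. With library totals alone (17858), with the filter on low counts (5184) and with DESeq2 (6240) the value was more than 1.5 times away from the paper's. A threshold of 0.05 on the adjusted p-value gave 11164. Of the miRNAs that vary over the time course, the paper gives 85.5% as increased at 48 h SL over the dry seed and early hours. Of the miRNA loci that varied here, 80.4% were called higher at 48 h SL than at 0 h, 54.4% with library totals alone, and 74.7% had their highest mean at 48 h SL.

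The paper lists miR781a and miR400 among the miRNAs highest in the dry seed, whereas the loci of MIR781A (3.06 CPM) and MIR400 (10.3 CPM) were highest at 48 h SL. For MIR781A the difference from 0 h was not separated from the replicate spread (log2 fold change 0.80, standard error 0.40). With library totals alone it was -0.31, so the order for this locus is undecided. The paper also lists miR159b among those highest in the dry seed, and the MIR159B locus had 748 CPM at 0 h and 779.2 CPM at 48 h SL. Under library totals its log2 fold change between these time points was -1.06. In between, this locus was lower, with 228 CPM at 24 h SL and a log2 fold change of -1.16 at 12 h SL against 0 h. With the factors used, the MIR159A locus was highest at 1 h S (3232 CPM), not at H or 0 h. This order rests on the scaling. The TMM factors were 1.52 to 1.65 at 0 h and 0.81 to 1.17 at 1 h S, so with library totals alone 0 h lies above 1 h S. The MIR159A locus was lower than at 0 h at 12 h SL (log2 fold change -0.66) and at 48 h SL (-0.45). The paper gives miR158a-5p and miR8176 a transient peak, whereas the MIR158A locus was highest at 48 h SL (31878 CPM), where both arms are counted together, and the MIR8176 locus was as high at 48 h SL (17.8 CPM) as at 48 h S (18.1 CPM).

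For cluster A the paper describes stable levels up to 12 h SL and a decrease after it. The mean regularised log2 value changed by -0.34 from 0 h to 12 h SL and by -0.20 from 12 h SL to 48 h SL. From 12 h SL to 24 h SL the change was -0.24, with 82.4% of the loci lower. For cluster D the paper describes a rise throughout the time course, and the mean differed by 0.00 between 12 h SL and 48 h SL. For cluster C it describes a transient increase until 6 h SL. The mean changed from 6 h SL by -0.34 to 12 h SL and by -0.58 to 24 h SL, with no overlap between the libraries (exact permutation p = 0.1 for both, the smallest possible), but it was 0.44 above 0 h at 48 h SL, where the change from 6 h SL was not separated from the replicate spread (exact permutation p = 0.2). The paper places cluster B around the centromeres, and gene-poor windows held 15.1% of it against 15.9% of all loci (Fisher's exact test across loci, p = 0.27), although windows with gene coverage from 0.25 to 0.5 times the median held 10.3% against 5.94%. The paper describes clusters A and B as depleted in genes. Here this held against all sRNA loci but reversed against loci with as many reads (51.3% and 52.2% against 39.3%). Both backgrounds are sRNA loci and thus differ from the paper's. The paper generated its background over the whole TAIR10 genome, which was not done here. It describes the largest sRNA changes as those of 23 to 24-nt siRNAs, and the median absolute log2 fold change over all loci with at least 1 CPM was 0.41 for that length, 1.95 for 20 to 22 nt and 2.40 for loci without a size call (0.41, 1.76 and 2.08 with loci at the floor of 1 time point set to their bound), and 1.00, 2.77 and 3.17 over the called ones among them. These medians rest on the TMM factors, which centre the 23 to 24-nt loci, since they are 15308 of the 17085 loci at that level; with library totals alone the median log2 change of the 17085 loci is -0.95 in place of 0.06. By number of called loci the 23 to 24-nt class came first. At 48 h SL 2113 of its loci were higher than at 0 h and 1110 were lower. The numbers were 792 and 44 for 20 to 22 nt, and 1716 and 147 without a size call. As a percent of each class, 6.95%, 4.86% and 7.93% were called, so by that measure it was not first. Without the 10 largest loci the 23 to 24-nt share of counts changed by -22.9 percentage points. The shares of the other classes then changed by 15.4 and 7.46. The shares make up a whole, so a class that moves against both others always has the largest change. With all loci the changes in share were 0.156, 9.67 and -9.83.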

Other observations

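In this part the tests on cluster C at 12 h S and on its level corrected for the rRNA share, on the sense strand of clusters C and D, on the 10 largest loci and on other splits of the libraries were chosen only after the result was seen; the thinning test, the correlation with the rRNA share and the test on the sense strand of called loci were set beforehand.

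Fewer loci differed from 0 h at 48 h S (1693) than at 48 h SL (5922), and 2 of the 48 h S libraries are shallow. With library totals alone the order turned around, to 11414 and 10349. For the order under TMM factors, unequal library totals were argued against as the whole cause. With every library thinned to 596393 counts, in 3 draws, the count for 48 h SL was still 2.46 times that for 48 h S (2.43 to 2.48 over the draws). The 10 largest loci held 78.6% of the counts at 48 h S and 63.2% at 48 h SL. Thinned libraries of 48 h S therefore kept fewer counts on the other loci. Lower depth on those loci stays open as a cause.

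Cluster C was higher at 48 h S and 6 h SL than at 0 h. The depth of the 48 h S libraries was argued against as the cause, since cluster C was already 0.70 above 0 h on the log2 scale at 12 h S, where all libraries exceed 1000000 counts. For 48 h S a candidate explanation is RNA breakdown, tracked by the share of counts on the 2 sRNA loci of nuclear rRNA genes. After the mean of each time point was taken off, the level of cluster C rose with that share across the 30 libraries (Pearson r = 0.76, permutation p = 0.0019; Spearman rho = 0.74, permutation p = 0.00138). Without replicate 2 of 1 h S and replicate 1 of 6 h SL, the libraries farthest from the median, r was 0.69 over 28 libraries (permutation p = 0.00263). The relation is not specific to cluster C. Among the 4 clusters compared, r was 0.66 for A and 0.65 for D (adjusted permutation p = 0.00772 for both, 0.0076 for C) and 0.01 for B (permutation p = 0.953). At 48 h S the rRNA share was 59.2%, against 36.7% at 0 h. For 6 h SL breakdown so tracked was argued against as the whole cause: the share was 38.4% ± 2.87 (SD, n = 3) there and 40.0% at H, where cluster C was low; with chloroplast loci left out it was 46.2% and 44.0%. Corrected for the share with the slope found within time points, cluster C was still 0.69 ± 0.12 above 0 h at 6 h SL, compared with 0.77 before the correction, and all 3 corrected libraries were above all 3 of 0 h (exact permutation p = 0.1, the smallest possible). With the steepest slope the data give it was 0.62, with chloroplast loci left out of the share 0.61, and with both 0.51. At 12 h SL and 48 h SL the share was 32.2% and 24.6%, under that of 0 h, while cluster C was 0.43 and 0.44 above 0 h. At 48 h S the corrected difference was -0.36. At 1 h S, 12 h S and 1 h SL it was -0.05, -0.11 and -0.16, so the correction removed the rise there too. Breakdown so tracked is thus a candidate for these time points as well, including the rise at 12 h S. Breakdown of RNA in the seed and during extraction were not separated, and a regulated change during imbibition stays open and untested.

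Of the loci of cluster C on 1 gene, 90.1% have at least 90% of their reads on the sense strand of the gene, and 89.3% of those of cluster D do, compared with 52.1% in A, 55.4% in B and 63.3% outside the clusters. No size call was made for 53.0% of all loci of C and 48.2% of all loci of D. These values may reflect fragments of transcripts rather than siRNAs made from double-stranded RNA; the abundance of the transcripts themselves was not analysed here. The same explanation was set beforehand for the larger changes of loci without a 23 to 24-nt call between 0 h and 48 h SL, with more than 80% of sense loci required in both other classes. Among called loci on 1 gene, at least 90% of reads were on the sense strand for 90.05% of 1477 loci without a size call and for 79.6% of 671 loci of 20 to 22 nt, compared with 46.5% of 1298 loci of 23 or 24 nt. The value for 20 to 22 nt lies just under the limit, and among loci that changed by at least 2 on the log2 scale the shares were 90.1%, 81.8% and 79.0%, so that for these loci fragments of transcripts and sRNAs made from 1 strand cannot be told apart.

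More loci were lower than higher at 48 h SL against 0 h when counts were scaled by library totals, and a few abundant loci were argued against as the whole cause, since 74.9% of the called loci were still lower when the 10 largest were left out of the totals. For the share of counts on 23 to 24-nt loci the same 10 loci matter. With them the share did not differ between 0 h and 48 h SL. Without them it changed by -22.9 percentage points, as it would if a few loci hid a change in the rest. Those of the 10 with a call of 23 or 24 nt all lie in organelle genomes: the chloroplast loci from 105619 and from 129438 and the mitochondrial locus from 342004.

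Other splits of the libraries were fitted for each count of called loci. Over the 10 time points, 1 of 40 splits, the real one, gave as many loci as 8558, and the next gave 1603; chance is argued against there. For each contrast 1 of the 10 splits of the 6 libraries, the real one, gave as many loci. The most in another split was 0 for 48 h SL against 0 h, where the real one gave 5922 (4357 with an unadjusted p-value under 0.05, against 17163 in the real split), 183 for 12 h SL against 0 h (2824 in the real one), 63 for 48 h SL against 12 h SL (1993), 266 for 48 h S against 0 h (1693) and 3 for 0 h against H (116). For the miRNA loci between 48 h SL and 0 h it was 0 (57 with an unadjusted p-value under 0.05). In each contrast the real split thus stood above the 9 others. That count is as low as 10 splits allow, and since their share cannot be under 0.1 it cannot exclude an accidental grouping by itself.

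The unannotated locus XLOC_000109 on chromosome 1 has 12 sRNA loci within 2000 bp. The smallest adjusted p for variation over time among them was 0.16 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at the locus from 641135 with 1277 reads. For 48 h SL against 0 h, the loci from 639727 and from 640452 were not called in the main fit but passed the threshold under an alternative. With library totals alone their log2 fold changes were -1.01 and -2.63.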
